# Maternal Immune Activation Alters Fetal Brain Development and Enhances Proliferation of Neural Precursor Cells in Rats

**DOI:** 10.3389/fimmu.2020.01145

**Published:** 2020-06-09

**Authors:** Kelly J. Baines, Dendra M. Hillier, Faraj L. Haddad, Nagalingam Rajakumar, Susanne Schmid, Stephen J. Renaud

**Keywords:** maternal immune activation, fetal brain development, PolyI:C, neural precursor cells, pregnancy

## Abstract

Maternal immune activation (MIA) caused by exposure to pathogens or inflammation during critical periods of neurodevelopment is a major risk factor for behavioral deficits and psychiatric illness in offspring. A spectrum of behavioral abnormalities can be recapitulated in rodents by inducing MIA using the viral mimetic, PolyI:C. Many studies have focused on long-term changes in brain structure and behavioral outcomes in offspring following maternal PolyI:C exposure, but acute changes in prenatal development are not well-characterized. Using RNA-Sequencing, we profiled acute transcriptomic changes in rat conceptuses (decidua along with nascent embryo and placenta) after maternal PolyI:C exposure during early gestation, which enabled us to capture gene expression changes provoked by MIA inclusive to the embryonic milieu. We identified a robust increase in expression of genes related to antiviral inflammation following maternal PolyI:C exposure, and a corresponding decrease in transcripts associated with nervous system development. At mid-gestation, regions of the developing cortex were thicker in fetuses prenatally challenged with PolyI:C, with females displaying a thicker ventricular zone and males a thicker cortical mantle. Along these lines, neural precursor cells (NPCs) isolated from fetal brains prenatally challenged with PolyI:C exhibited a higher rate of self-renewal. Expression of Notch1 and the Notch ligand, delta-like ligand 1, which are both highly implicated in maintenance of NPCs and nervous system development, was increased following PolyI:C exposure. These results suggest that MIA elicits rapid gene expression changes within the conceptus, including repression of neurodevelopmental pathways, resulting in profound alterations in fetal brain development.

## Introduction

Development of the brain is an intricately orchestrated process that commences early in gestation and is particularly vulnerable to changes in the prenatal environment. There is now substantial evidence that maternal infection during windows of susceptibility can affect critical aspects of fetal brain development, leading to a wide range of neuronal dysfunctions and behavioral outcomes in offspring (1). For example, epidemiological evidence implicates maternal infection as a major risk factor for neurodevelopmental disorders in offspring, including schizophrenia (2), autism-spectrum disorder (ASD) (3), and epilepsy (4), as well as neurodegenerative disorders including Alzheimer's disease and Parkinson's disease (5, 6). Altered brain development is recapitulated in offspring born to pregnant mice and rats exposed to different types of infections, resulting in a spectrum of behavioral abnormalities apparent in adolescent and adult offspring (7). Despite considerable progress identifying behavioral phenotypes in juvenile and adult offspring exposed prenatally to infection, the impact of infection on neuronal development and brain structure, particularly during fetal life, is not well-understood.

Maternal immune activation (MIA) in the absence of a pathogen is sufficient to elicit brain maldevelopment and behavioral abnormalities in offspring, indicating that the maternal response to infection, rather than the infection itself, is a likely culprit. One of the most recognized and established models of neurodevelopmental deficiencies resulting from acute exposure to MIA involves prenatal exposure to polyinosinic:polycytidylic acid (PolyI:C) (8). PolyI:C is a synthetic analog of double-stranded RNA, which resembles the molecular pattern of certain viruses. PolyI:C induces the generation of a cellular antiviral response, and stimulates the production of inflammatory cytokines including type I interferons, interleukin (IL)-6, and IL-1β, all of which may participate in MIA-induced neurodevelopmental impairment (9, 10). PolyI:C therefore effectively mimics the acute cellular response to viral infections and is advantageous as a model because the response is transient, and the stimulus intensity and timing can be precisely controlled to evaluate the impact of MIA during particular phases of brain development. Administration of PolyI:C to pregnant mice or rats during early-to-mid gestation or late gestation has revealed differing levels of sensitivity to fetal cytokines, corresponding to unique behavioral phenotypes later in life (11). These altered behaviors include deficits in social interaction, attention, memory, and sensorimotor function that have construct and face validity toward human neuropsychiatric disorders such as schizophrenia and ASD (12), suggesting that MIA may interfere with structural and developmental programming during prenatal brain development leading to behavioral changes in postnatal life.

The cerebral cortex integrates sensory and motor information and is responsible for shaping behavior, perception, higher-order thought, and reasoning in mammals. It develops from a single layer of neuroepithelium that lines the ventricles. As early as embryonic day 9 (E9) in rats, neural stem cells (NSCs) within the neuroepithelium undergo symmetric divisions to provide the early NSC pool that is crucial for determining cell number and adult brain size (13). By E11, NSCs start dividing asymmetrically to form neural precursor cells (NPCs), which then produce neurons that migrate away from the ventricular zone to form the preplate, and subsequent volley of neurons form the remainder of cortical layers. Recent evidence indicates that cortical neurogenesis is orchestrated by highly complex signaling mechanisms involving precise, temporally-regulated expression of transcription factors as well as the action of signaling molecules belonging to the Notch and Wnt pathways (14). Disruptions in maintenance of the NSC pool and cortical neurogenesis impact neuronal number and brain size, and also result in malformations in layering (heterotopia) and neuronal connections. It is also important to note that in rats, cortical angiogenesis begins at E10 and the blood-brain barrier is functional by E16. Consequently, early developmental periods prior to neuronal migration on E11 is a potentially vulnerable period for MIA-mediated abnormalities (15).

In this study, we injected pregnant rats with saline or PolyI:C at E8.5 and generated a transcriptional profile on whole conceptus tissue that revealed both the response of the nascent uterine environment to MIA and changes in gene expression critical for neurodevelopmental processes. We then evaluated cortical structure on E15.5 and isolated neurospheres to assess the self-renewal capacity of NSCs and NPCs. We discovered a robust antiviral inflammatory response following PolyI:C administration that correlated with impaired progression of neurodevelopmental events. Surprisingly, we also identified a “rebound effect” at mid-to-late gestation, in which cortical thickness was increased suggesting an expanded NSC pool that correlated to increased NSC/NPC proliferation capacity and altered expression of receptors and ligands regulating Notch signaling—a pathway crucial for NSC proliferation and nervous system development.

## Materials and Methods

### Animals

Female (6–8 weeks old) and male Sprague Dawley rats were obtained from Charles River Laboratories and maintained in a 12:12 h light-dark cycle (lights on at 7:00 a.m.) at constant temperature/humidity and food and water available *ad libitum*. Females were cycled by daily inspection of cells within the vaginal lavage and mated when in proestrus with a fertile male. E0.5 was defined as the day following mating if spermatozoa were detected within the vaginal lavage. All experiments were in compliance with guidelines outlined by the Canadian Council of Animal Care, using protocols approved by the University of Western Ontario Animal Care Committee.

### Injection Protocol and Tissue Collection

Pregnant females were injected intraperitoneally on E8.5 with sterile saline (0.9% NaCl) or an equal volume of saline containing 10 mg/kg PolyI:C sodium salt (Sigma-Aldrich). The 10 mg/kg dose of PolyI:C is based on our previous study (16), and other reports in which this dose of PolyI:C elicited an inflammatory response and altered behavioral phenotypes in offspring (17, 18). For experiments evaluating the acute impact of PolyI:C on gene expression in the conceptus (encompassing maternal decidua as well as nascent embryo and placenta), dams were euthanized 6 h following saline or PolyI:C injection (early gestation). All other tissue collections were performed on E15.5 (mid-to-late gestation; total pregnancy duration in rats is ~22 days). Euthanasia was conducted using mild carbon dioxide asphyxiation, followed by thoracotomy. For samples collected on E8.5, whole conceptuses were isolated and snap-frozen in liquid nitrogen. For tissues collected on E15.5, embryos were collected, and whole brains were removed and fixed in 4% paraformaldehyde for immunohistochemical analysis, or cortical tissue was minced and processed for NPC and neurosphere culture.

### RNA Sequencing

RNA was extracted from tissue by homogenizing in RiboZol (Amresco). The aqueous phase was diluted with 70% ethanol and placed on RNeasy columns (Qiagen), treated with DNase I, and purified. RNA integrity was assessed using an Agilent 2100 bioanalyzer (Agilent Technologies), and indexed libraries were generated following rRNA reduction. Libraries were then sequenced with NextSeq High Output 75 cycle sequencing kit (Illumina) at the London Regional Genomics Center. Reads from ^*^.fastq files were aligned to the rat reference genome (Rnor_6.0.91) using CLCBio Genomics Workbench (Qiagen version 10.1.2), and transcript abundance was expressed as reads per kilobase of transcript per million mapped reads (RPKM). Analysis was restricted to transcripts in which average RPKM was >0.1 among either saline or PolyI:C-exposed conceptuses. Statistical significance was calculated by empirical analysis of digital gene expression, followed by Bonferroni's correction. Data are available on the Gene Expression Omnibus (GSE145167). Gene ontology pathway analysis was completed using DAVID Functional Annotation Bioinformatics (19).

### Quantitative RT-PCR

RNA was extracted from cells and tissues by lysing in RiboZol (Amresco) as directed by the manufacturer. Complementary DNA was made from purified RNA using High Capacity complementary DNA Reverse Transcription kit (ThermoFisher Scientific), diluted 1:10, and used for quantitative RT-PCR. Complementary DNA was mixed with SensiFAST SYBR green PCR Master Mix (FroggaBio) and primers (Table 1). Amplification and fluorescence detection were conducted using a CFX Connect Real-Time PCR system (Bio-Rad Laboratories). Cycling conditions included an initial holding step (95°C for 3 min), followed by 40 cycles of two-step PCR (95°C for 10 s, 60°C for 45 s), and a dissociation step (65°C for 5 s, and a sequential increase to 95°C). The comparative cycle threshold (ΔΔCt) method was used to calculate relative mRNA expression, using the geometric mean of Ct values obtained from amplification of five genes (*Rn18s, Ywhaz, Eef2, Gapdh*, and *Actb*) as reference RNA.

**Table 1:** List of primers used for RT-PCR.

**Gene**	**Accession number**	**Forward**	**Reverse**	**Size (kB)******
*Actb*	NM_031144.3	5′-AGCCATGTACGTAGCCATCC-3′	5′-CTCTCAGCTGTGGTGGTGAA-3′	227
*Ccl5*	NM_031116.3	5′-CCTTGCAGTCGTCTTTGTCA-3′	5′-GAGTAGGGGGTTGCTCAGTG-3′	174
*Cxcl10*	NM_139089.1	5′-TGTCCGCATGTTGAGATCAT-3′	5′-GGGTAAAGGGAGGTGGAGAG-3′	203
*Dll1*	NM_032063.2	5′-GCACGAGAAAACCAGAAAGC-3′	5′-TCTTCAAAGACCCAGGGATG-3′	239
*Dll3*	XM_006228611.3	5′-GACTCACAGCGCTTCCTTCT-3′	5′-TCTTCGGGATGATTCCAGTC-3′	244
*Dll4*	NM_001107760.1	5′-ACCTTTGGCAATGTCTCCAC-3′	5′-TTGGATGATGATTTGGCTGA-3′	215
*Doc2b*	NM_031142.1	5′-GAGCCAGCAAGGCAAATAAG-3′	5′-GTGTGGTTGGGTTTCAGCTT-3′	210
*Eef2*	NM_017245.2	5′-CGCTTCTATGCCTTCGGTAG-3′	5′-GTAGTGATGGTGCCGGTCTT-3′	235
*Gapdh*	NM_017008.4	5′-AGACAGCCGCATCTTCTTGT-3′	5′-CTTGCCGTGGGTAGAGTCAT-3′	206
*Il1b*	NM_031512.2	5′-AGGCTTCCTTGTGCAAGTGT-3′	5′-TGAGTGACACTGCCTTCCTG-3′	229
*Jag1*	NM_019147.1	5′-ATCGCATCGTACTGCCTTTC-3′	5′-GGCAATCCCTGTGTTCTGTT-3′	178
*Jag2*	NM_001375303.1	5′-TGCACTTTAACCGTGACCAA-3′	5′-AAAGACACAGCCACCTCCAC-3′	165
*Notch1*	NM_001105721.1	5′-GTTTGTGCAAGGATGGTGTG-3′	5′-CCTTGAGGCATAAGCAGAGG-3′	161
*Notch2*	NM_024358.2	5′-TCAATCGCTTCCAGTGTCTG-3′	5′-TGCAGATGCAGGTGTAGGAG-3′	248
*Notch3*	NM_020087.2	5′-CCCACAAGCCCTGTAGTCAT-3′	5′-TCACATTGATGACCCTGGAA-3′	210
*Notch4*	NM_001002827.1	5′-CACCTGCCTGAGGCTATCTC-3′	5′-GAGCTCTTCCAGAGGGCTTT-3′	246
*Rn18s*	NM_046237.1	5′-GCAATTATTCCCCATGAACG-3′	5′-GGCCTCACTAAACCATCCAA-3′	137
*Rnf112*	NM_138613.1	5′-CGCCAAGAAGGAGTTTGAAG-3′	5′-CAGAAGCGCATTGTGTAGGA-3′	242
*Rsad2*	NM_138881.1	5′-GGGATGCTAGTGCCTACTGC-3′	5′-CTGAGTCTCCTTGGGCTCAC-3′	173
*Sema5c*	NM_017308.1	5′-ACTGTCTTTCCCCCTGTCCT-3′	5′-GTGGGGGCTCCTACACAGTA-3′	240
*Ywhaz*	NM_013011.3	5′-TTGAGCAGAAGACGGAAGGT-3′	5′-CCTCAGCCAAGTAGCGGTAG-3′	200

*kB, Kilobases*.

### Isolation of NPCs and Neurosphere Culture

Single-cell suspensions of cortical cells can be isolated from the embryonic telencephalon and propagated as spherical NPC-containing masses called neurospheres (20). NPC culture was based on the method described by Ghosh et al., with modifications (21). Embryos were collected on E15.5, and DNA isolated from tails using reagents from REDExtract-N-Amp DNA isolation kit (Sigma-Aldrich) to evaluate sex of embryos, based on presence or absence of the *Sry* gene. Primers used for *Sry* genotyping were 5′-TGGGAATGTATGCTGGCATA-3′ and 5′-CCTCTCATGCCCAGAGTGAC-3′. Using a dissecting microscope, skin, skull, and meninges were removed to access the cortex, then cortical tissue was removed and placed in a dish containing fresh primary culture media (NeuroCult Proliferation Kit, Stem Cell Technologies). Cells were gently dissociated, plated at a density of 120,000 cells/ml, and incubated at 37°C and 5% CO_2_ initially for 4 days. Under these conditions, cells efficiently proliferated to generate neurospheres. To determine their proliferation capacity, after 3 days in culture, neurospheres were treated with 10 mM 5-ethynyl-2′-deoxyuridine (EdU) for 24 h, followed by immunohistochemistry as described below.

After 4 days, primary cortical NPCs were isolated from neurospheres. In brief, neurospheres were mechanically dissociated, centrifuged, and resuspended in either proliferation or differentiation medium. Cell viability was determined through trypan blue exclusion, and 25,000 viable cells/ml were distributed into 24-well plates containing sterile coverslips precoated with poly-D lysine (10 μg/ml) and laminin (10 μg/ml; both from Sigma-Aldrich). For experiments in which male and female embryos were individually analyzed, cells from each embryo were cultured in their own well until genotyping was performed, then male or female cells were combined into a single well. For all other experiments, cells from 3-5 embryos were combined. Cells plated for proliferation experiments received NeuroCult proliferation medium, and cells plated for differentiation experiments were cultured in NeuroCult differentiation medium (both from Stem Cell Technologies). Cells were cultured for 3 days prior to treatment with 10 mM EdU for 24 h, followed by immunofluorescence as described below.

### Immunohistochemistry

Whole fetal brains were collected on E15.5 and placed in 4% paraformaldehyde overnight. Brains were transferred to 30% sucrose for at least 24 h, and then embedded in O.C.T. compound and stored at −80°C until sectioning. Coronal cryosections were obtained at 12 μm thickness. For neurosphere cryosectioning, media were carefully removed from neurospheres after allowing them to settle to the bottom of a conical centrifuge tube, and then 4% paraformaldehyde was added to the tube. Neurospheres were transferred to 30% sucrose for at least 24 h, embedded in O.C.T. compound, and cryosectioned at 10 μm thickness.

Sections of fetal brain and neurospheres were post-fixed for 10 min in 4% paraformaldehyde, permeabilized in PBS containing 1% bovine serum albumin and 0.3% Triton-X, and blocked using 10% normal goat serum to reduce non-specific antibody binding. Sections were immersed in primary antibodies as described below. The following day, species-appropriate, fluorescent-conjugated secondary antibodies were applied for 1 h, followed by Hoechst nuclear stain (ThermoFisher Scientific). For detection of EdU, sections of EdU-treated neurospheres were probed with an Alexa488-conjugated EdU monoclonal antibody (ClickIt EdU proliferation kit, ThermoFisher Scientific), followed by Hoechst nuclear stain. Sections were then mounted using Fluoromount G (SouthernBiotech), and fluorescence detected using a Nikon ECLIPSE Ni series microscope equipped with a Ds-Qi2 camera. Confocal microscopy was performed using a Zeiss LSM800 series confocal laser scanning microscope.

### Immunofluorescence

Cell culture media were removed, and cells fixed in 4% paraformaldehyde. Detection of EdU-positive cells was performed using an Alexa488-conjugated EdU monoclonal antibody. Nuclei were subsequently counterstained using Hoechst nuclear stain. Coverslips were then mounted, and fluorescence detected as described above. The percentage of EdU-positive cells was calculated by dividing the number of EdU-positive cells by the total number of cells (as determined by detection of nuclei by Hoechst staining), multiplied by 100.

For detection of various proteins, antibodies targeting Sox2 (1:100, 48-1400, ThermoFisher Scientific), βIII-Tubulin (β3T; 1:1000, 60052, Stem Cell Technologies), Pax6 (1:250, 42-6600, ThermoFisher Scientific), NeuN (1:200, MAB377, EMD Millipore), Phospho-Histone H3 (1:800, 3377, Cell Signaling Technology), GFAP (1:200, 12389, Cell Signaling Technology), and Notch1 (1:200, 4380, Cell Signaling Technology) were diluted in PBS and applied overnight at 4°C. The following day, species-appropriate, fluorescent-conjugated secondary antibodies (AlexaFluor anti-mouse 488 and anti-rabbit 555, ThermoFisher Scientific) were applied for 1 h, followed by Hoechst nuclear stain (ThermoFisher Scientific). Coverslips were then mounted, and fluorescence detected as described above.

### Western Blotting

Protein expression was evaluated by western blotting. Total protein was isolated by immersing cells in radioimmunoprecipitation assay lysis buffer (50 mM Tris, 150 mM NaCl, 1% NP40, 0.5% sodium deoxycholate, 0.1% SDS, pH 7.2) supplemented with protease inhibitor cocktail (Sigma-Aldrich). Nuclear and cytoplasmic lysates were prepared using the NE-PER kit (ThermoFisher Scientific). A modified bicinchoninic acid assay (Bio-Rad Laboratories) was used to measure total protein concentrations. Approximately 10 μg of cell lysates were mixed with 4× sample loading buffer (final concentration: 62.5 mM Tris pH 6.8, 2% SDS, 10% glycerol, 0.025% bromophenol blue, 50 mM dithiothreitol), boiled for 10 min, and subjected to SDS-polyacrylamide gel electrophoresis. Proteins were then transferred to polyvinylidene difluoride membranes, blocked with 5% bovine serum albumin in TBS containing 0.1% Tween-20, and probed with primary antibodies specific for phospho-histone H3 (1:1000, 3377, Cell Signaling Technology), Notch1 (1:1000, 4380, Cell Signaling Technology), Histone H3 (1:1000, 4499, Cell Signaling Technology), and β-actin (1:500, sc-47778, Santa Cruz Biotechnology). Following incubation with species-appropriate, infrared-conjugated secondary antibodies (Cell Signaling Technology), protein signals were detected using a LI-COR Odyssey imaging system (LI-COR Biosciences).

### Statistical Analysis

Statistical comparisons between two means were conducted using unpaired, two-tailed Student's *t*-tests, whereas statistical comparisons of three or more means were conducted using analysis of variance, followed by Tukey's *post-hoc* test. Sex-dependent effects were compared using two-way analysis of variance followed by Sidak's multiple comparison. Assessment of changes in transcript abundance was conducted using nine conceptuses collected from three dams per group. Data were independently validated with an additional nine conceptuses from three dams per group. Fetal cortical thickness was analyzed by obtaining images of the cortex from three distinct regions (anterior, middle, posterior) separated from each other by ~100 μm, using at least 10 male and 10 female brains collected from a total of three different litters per group. Total cortical thickness, as well as thickness of each layer (Sox2+, β3T+), was measured in three independent areas of each image using ImageJ (22). Data are presented as individual length measurements in μm ± SEM. For comparison of proliferation capacity between neurospheres isolated from saline and PolyI:C-treated dams, at least 1,655 cells per dam prepared from four different litters per treatment were used for analyses. Data are presented as percent EdU-positive cells per neurosphere ± SEM. For comparing proliferation capacity in NPCs following disaggregation, five fields of view were randomly imaged across two technical replicates, and cell numbers were determined using an in-house automated cell-counting program (MATLAB) to obtain total cell counts (based on the number of Hoechst-positive nuclei) and EdU-positive cells. At least 300 cells per treatment obtained from 3 dams per group were counted. The percent EdU-positive cells in each image was then obtained. All differences were considered statistically significant when *P* < 0.05. Graphing and statistical analyses were performed using GraphPad Prism 7.0.

## Results

### Maternal PolyI:C Exposure During Early Pregnancy Induces an Antiviral Response in the Conceptus and Alters Expression of Genes Associated With Nervous System Development

PolyI:C is a synthetic analog of dsRNA and has been used to stimulate cellular antiviral responses *in lieu* of an active pathogen. In rodents (10), and primates (23), exposure of dams to PolyI:C during early or mid-pregnancy elicits long-term cognitive and behavioral deficits in offspring, suggesting that PolyI:C, or the antiviral response incited by PolyI:C, interferes with normal brain developmental processes. Transcriptome profiles have been generated using neonatal or postnatal brain tissue, days or weeks following prenatal exposure to PolyI:C (24, 25). However, acute gene expression changes in the conceptus (encompassing decidua, embryo, and extraembryonic tissues) triggered by PolyI:C have not been extensively characterized. Therefore, our first goal was to use RNASeq to profile global gene expression changes in the conceptus following acute PolyI:C treatment. 

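Maternal exposure to PolyI:C, a synthetic double-stranded RNA that imitates viral RNA, was profiled in 6 RNA-Seq libraries of E8.5 conceptuses, 3 from dams given saline and 3 from dams given 10 mg/kg PolyI:C. Each library was made from 3 conceptuses of 1 dam collected 6 h after the injection, so that the dam was the replicate (n = 3 per group). The sample labels describe the tissue as pregnant uterus and the paper describes it as conceptuses, so the share of uterine muscle in the samples is not settled by these sources. The saline libraries F2-16, F3-2 and F3-10 held 34085894, 38168249 and 30425684 counts in genes. The PolyI:C libraries F3-5, F3-7 and F3-8 held 27899201, 31599054 and 33931342 counts. At these depths a gene with no reads in a library could still lie at up to 0.0786 to 0.108 CPM, which covers counting error only.
The authors depleted rRNA, aligned the reads to the rat genome with CLC Genomics Workbench, and deposited gene counts and RPKM values. From these counts, 15211 of 19594 genes had a mean RPKM above 0.1 in either group and were tested with edgeR's quasi-likelihood test after TMM scaling. TMM is a scaling that keeps a strongly induced set of genes from lowering all others. Its factors lay between 1.03 and 1.09 in the saline libraries and between 0.922 and 0.953 in the PolyI:C libraries. Genes counted as upregulated or downregulated had a Benjamini-Hochberg adjusted p under 0.01 and a change of at least 2-fold, the thresholds of the paper. Single named genes and members of gene lists are described as having risen or fallen at an adjusted p under 0.05. At that cut 2132 of all 15211 genes tested rose and 1585 fell, which is the background for the counts of list members. The 41 gene lists, the main tests and the alternative settings were written before the data were examined, and tests chosen later are named as such in the closing section. Reads from near-identical genes could be assigned to either copy, and the handling of strand and of reads with several matches is not given in the sources used here.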

Overall, from a total of 15,135 transcripts examined, exposure of dams to PolyI:C induced significant changes in 1,032 transcripts in the conceptus (≥2-fold increased or decreased compared to dams injected with saline, FDR *P* < 0.01). Of these, 771 genes were upregulated, and 261 genes were downregulated (Figure 1). 

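Of the 15211 genes tested, 701 were upregulated and 171 were downregulated in conceptuses after maternal PolyI:C exposure, so that 80.4% of the changed genes were upregulated. Upregulated genes held 2.27% to 2.37% of all counts in the saline libraries and 11.0% to 11.9% in the PolyI:C libraries. Of 20 decidual cell markers, 4 rose and none fell (4 and 0 when adjusted over the list alone; 2 rose without F2-16, F3-7 or F3-8). The largest of these rises was that of Inhba, a subunit of activin, with a log2 fold change of 2.63. Of 10 trophoblast markers, 1 fell (1 when adjusted over the list alone), the imprinted gene Mest, with a log2 fold change of -1.72. Of 20 natural killer cell markers, 2 rose and none fell (2 when adjusted over the list alone), and these were Xcl1 and Klrk1, with log2 fold changes of 2.33 (3.16 without F3-2) and 2.37.
The libraries separated by treatment on the leading axis of a multidimensional scaling plot, at 1.47 to 1.70 for saline and -1.74 to -1.53 for PolyI:C. The saline library F3-10 stood apart on the next axis, at 1.51 against -0.83 and -0.75 for the other saline libraries. With total counts in place of TMM, 588 genes were upregulated and 348 downregulated, a split of 62.8% upregulated, and the median log2 fold change of all tested genes moved from -0.01 to -0.19. The number of downregulated genes was 259 with DESeq2, 298 with edgeR's exact test, 95 among genes with a mean RPKM above 1, and 101 without the PolyI:C library F3-8. The paper's own test is an implementation of the exact test. In the authors' deposited table the same thresholds and genes gave 772 upregulated and 270 downregulated genes, of which 696 and 170 were also called here.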

The 20 transcripts exhibiting the highest increase and decrease following maternal PolyI:C exposure are listed in Tables 2, 3, respectively. 

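Among genes with a mean RPKM of at least 1 in either group, the 10 largest rises by fitted fold change were those of RGD1305184, Cxcl11, Gbp3, Mx1, Cxcl10, Gbp1, Ubd, Ifit3, Rsad2 and Defb52, the last of which has only a lower bound. RGD1305184 rose from 0.181 ± 0.0826 to 44.9 ± 2.05 RPKM, a 280.5-fold rise. Gbp3 and Gbp1, guanylate-binding proteins of antimicrobial defense, were 212-fold and 195-fold higher after maternal PolyI:C exposure (log2 fold change 7.72 and 7.61, standard error 0.23 and 0.24). Defb52, a beta-defensin, had no reads in any saline library and 17, 36 and 69 reads in the PolyI:C libraries, at least 50.8-fold higher against a floor of 3 counts over the saline group. Ubd, a ubiquitin-like modifier, rose from 0.859 ± 0.270 to 142 ± 54.0 RPKM (SD, n = 3 per group). The largest falls included Ms4a6e, a member of a membrane protein family of myeloid cells, with 177, 226 and 78 reads in the saline libraries and none in the PolyI:C libraries, at least 128-fold lower. Slco1a4, an organic anion transporter, fell from 1.30 ± 0.373 to 0.0862 ± 0.0369 RPKM, and Ldb2, a LIM-domain binding factor, fell from 5.73 ± 0.843 to 0.888 ± 0.221 RPKM (SD, n = 3 per group).
Of the 20 genes in Table 2, 19 could be matched by symbol and 18 of these were higher at both thresholds. The exception was Tnf, with 104 reads in library F3-5 and none in the other 5 libraries (adjusted p = 0.331 from edgeR's quasi-likelihood test). Skor1 and Iqcf3 had no reads in the saline libraries and were at least 52.1-fold and 33.3-fold higher. The olfactory receptor genes Olr1734 and Olr1735, near-identical copies that may share reads, each had 1 read in the saline group, in F2-16 and F3-10, and their ratios were 125 and 187.5 with 95% counting intervals of 21.9 to 4987 and 33.1 to 7456. Of the 20 genes in Table 3, 16 were downregulated and 3 more fell at an adjusted p under 0.05 alone. The last, RGD1561034, had a log2 fold change of -3.19 (adjusted p = 0.0982), and without library F3-7 this was -6.30 with an adjusted p of 0.00713. Both tables were chosen by the study on these libraries and are not independent evidence of direction.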

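Nearly all interferon-stimulated genes rose in conceptuses 6 h after maternal PolyI:C exposure. Of 38 measured, 37 rose and none fell (37 when adjusted over the list alone), with a median log2 fold change of 4.39. Isg15, a ubiquitin-like antiviral modifier, rose from 1.71 ± 0.436 to 154 ± 7.88 RPKM, and Ifit3, which binds viral RNA complexes, rose from 2.35 ± 0.516 to 292 ± 25.5 RPKM (SD, n = 3 per group). Mx1 and Mx2, antiviral GTPases that are near-identical in part and may share reads, had log2 fold changes of 7.62 and 6.76 (standard error 0.31 and 0.13). Rsad2, which encodes the antiviral enzyme viperin, had a log2 fold change of 7.13 (standard error 0.35). The interferon signal transducers Stat1 and Stat2 were 9.55-fold and 15.2-fold higher, with adjusted p-values of 4.62e-08 and 3.79e-08 from edgeR's quasi-likelihood test. The remaining member, Ifit1, had 30303 reads in F3-5 but 139 and 127 in the other PolyI:C libraries, and its log2 fold change of 6.19 became -0.25 without F3-5.
Chemokines, which direct leukocyte migration, rose in 21 of 29 measured genes and fell in 2 (21 and 2 when adjusted over the list alone), with a median log2 fold change of 2.55. Cxcl10 rose from 3.13 ± 1.25 to 541.0 ± 29.5 RPKM, and Cxcl11 rose from 0.409 ± 0.111 to 91.9 ± 4.63 RPKM (SD, n = 3 per group). Ccl2, which attracts monocytes and may share reads with Ccl7 and Ccl12, was 65.8-fold higher (log2 fold change 6.04, standard error 0.27). Cxcl12 and Ccl6 fell, with log2 fold changes of -0.60 and -0.85, and the call of Cxcl12 was lost without the filter and without F2-16, F3-10, F3-5 or F3-8 (adjusted p = 0.0575 to 0.14). In set tests the adjusted p was 1.77e-229 for interferon-stimulated genes and 1.08e-24 for chemokines with a preset correlation. With an estimated correlation it was 0.00554 and 0.0246. Both lists hold genes that the paper names from these libraries, so their direction is not wholly independent evidence.

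**Figure D1:**
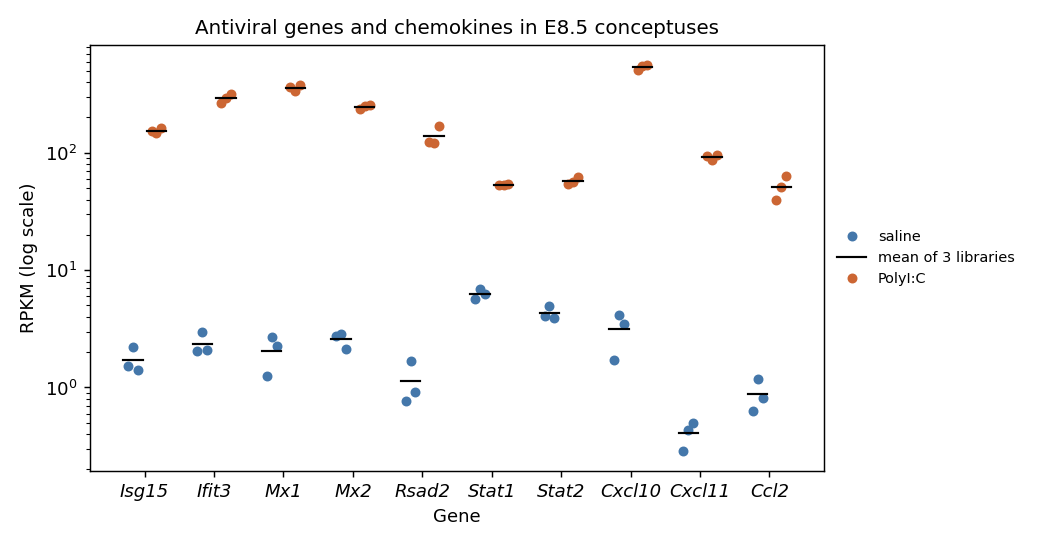
RPKM on a log scale in each of the 3 saline and 3 PolyI:C libraries. The genes shown are Isg15, Ifit3, Mx1, Mx2, Rsad2, Stat1, Stat2, Cxcl10, Cxcl11 and Ccl2. Points are libraries and bars are group means; for each gene all PolyI:C libraries lie above all saline libraries, as for Cxcl11, with means of 0.409 and 91.9 RPKM.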

Among upregulated transcripts, maternal PolyI:C exposure induced expression of interferon-stimulated genes (e.g., *Isg15*, 101.5-fold; *Ifit3*, 140.5-fold; *Mx1*, 196.8-fold; *Mx2*, 108.2-fold), anti-viral molecules (e.g., *Rsad2*, 139.9-fold; *Stat1*, 9.5-fold; *Stat2*, 15.1-fold), and inflammatory chemokines (e.g., *Cxcl10*, 196.3-fold; *Cxcl11*, 255.7-fold; *Ccl2*, 65.9-fold; Figure 1C, all FDR *P* < 0.01). Interestingly, a considerable number of transcripts that were decreased after PolyI:C exposure are associated with neurulation and neural development (e.g., *Ranbp1*, 13.4-fold; *Sema6c*, 7.8-fold; *Pnmal2*, 12.1-fold; *Nxph1*, 4.5-fold; Figure 1C, all FDR *P* < 0.01). 

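Sema6c, a transmembrane semaphorin of axon guidance, fell from 0.159 ± 0.0633 to 0.0177 ± 0.00330 RPKM after maternal PolyI:C exposure (SD, n = 3 per group; log2 fold change -2.95, standard error 0.45, adjusted p = 0.00157 from edgeR's quasi-likelihood test). Nxph1, a secreted ligand of neurexins, fell from 1.23 ± 0.422 to 0.241 ± 0.143 RPKM (log2 fold change -2.17, and -2.80 without F3-7; standard error 0.45, adjusted p = 0.0107 from the same test). Ranbp1, a regulator of nuclear transport, was at 65.5 ± 9.81 RPKM with saline and 48.5 ± 2.61 RPKM with PolyI:C, a log2 fold change of -0.25 that did not pass the test (adjusted p = 0.0666; 0.00741 with total counts, 0.0383 with DESeq2 and 0.0227 without F3-10). Ranbp3l, another gene that encodes a Ran-binding protein, fell from 40, 60 and 56 reads in the saline libraries to 4, 3 and 2 in the PolyI:C libraries, and was 13.5-fold lower. Pnmal2 had 26, 25 and 15 reads with saline and 1, 6 and 1 with PolyI:C, at a mean of 0.0964 RPKM with saline, and was below the filter on low values. Without the filter its log2 fold change was -2.67 (adjusted p = 0.0118).
Of 25 markers of the neural plate and neural progenitors, 5 were measured. Of these, 1 fell, Nes, which encodes the intermediate filament nestin, with a log2 fold change of -0.49, and none rose (1 lower and 1 higher when adjusted over the list alone). The adjusted p for Nes was 0.0148, and it was 0.0537 without F3-5 and 0.0581 without F3-8. Of 8 measured markers of neuronal differentiation, 1 fell, the synaptic vesicle gene Syt1, with a log2 fold change of -0.67, and none rose (1 and 0 when adjusted over the list alone). Set tests with a preset correlation gave adjusted p-values of 0.922 for the progenitor markers and 0.593 for the differentiation markers.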

To validate results obtained from RNASeq on a separate cohort of samples, quantitative RT-PCR was conducted on conceptuses exposed to saline or PolyI:C. Expression of *Cxcl10, Rsad2, Ccl5*, and *Il1b* was increased in conceptuses following maternal PolyI:C exposure, and expression of *Doc2b, Rnf112*, and *Sema6c* was decreased, with fold changes consistent with results obtained using RNASeq (Figure 1D).

**Figure 1:**
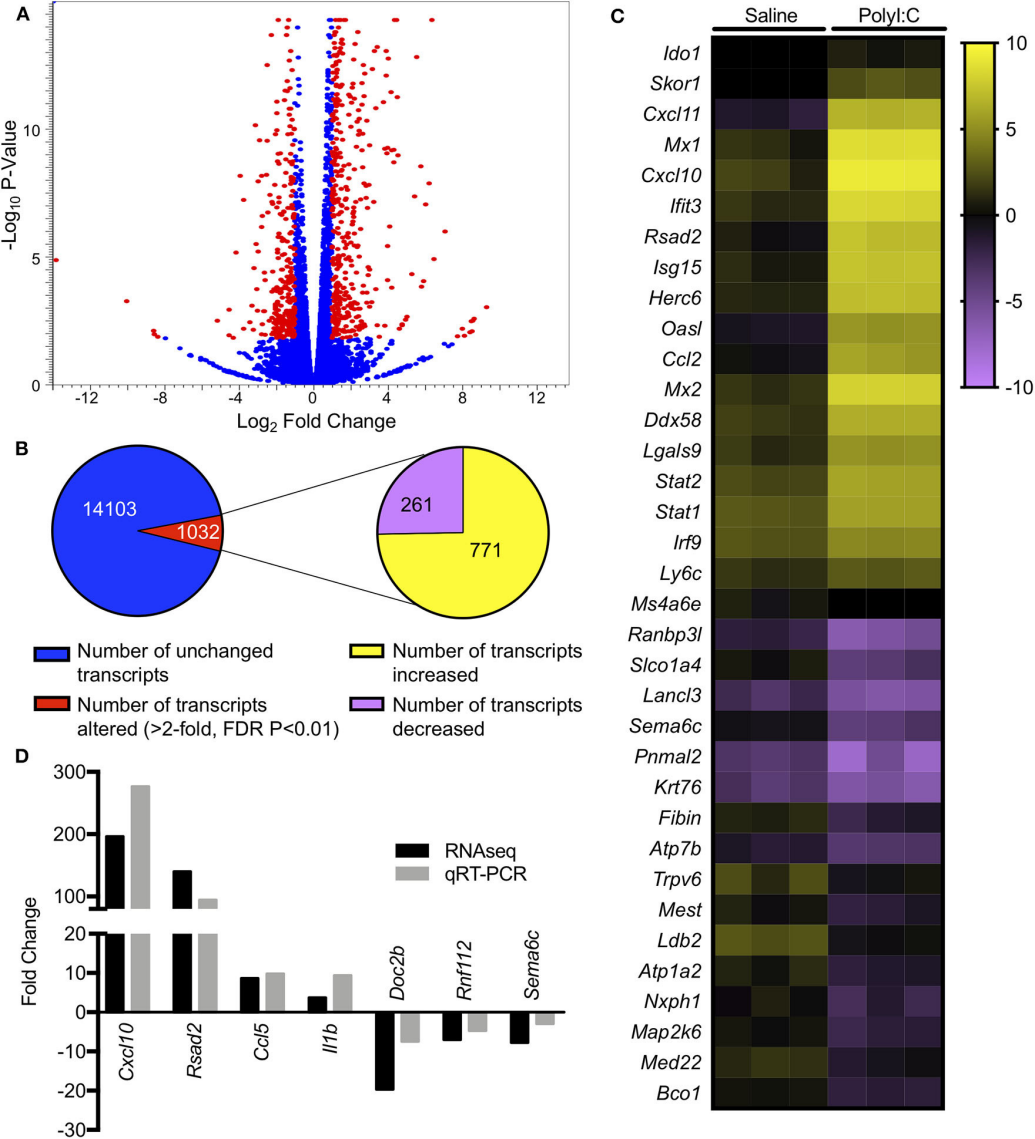
Gene expression changes in the conceptus following maternal exposure to PolyI:C. **(A)** Volcano plot depicting number of unique transcripts expressed in the conceptus following PolyI:C exposure relative to conceptuses exposed to saline. The x-axis represents magnitude of fold-change (log_2_), and the y-axis shows *P*-value (log_10_). Transcripts altered 2-fold or more (false discovery rate *P* < 0.01) following PolyI:C are shown in red. **(B)** Pie chart showing number of transcripts upregulated and downregulated in conceptuses exposed to PolyI:C compared to those exposed to saline. **(C)** Heat map showing RPKM values (log_2_) of select transcripts in conceptuses following maternal exposure to saline or PolyI:C. **(D)** Quantitative RT-PCR validation of select transcripts in relation to values obtained using RNA-Seq. Data are normalized to values obtained from saline-exposed conceptuses. All data are based on lysates from three conceptuses pooled from each of three dams (nine conceptuses total) per treatment.

**Table 2:** List of top 20 increased genes following maternal PolyI:C exposure.

**Gene**	**Fold change**	**Saline RPKM**	**PolyI:C RPKM^†^**
*Ido1*	636.88	0	0.68
*Skor1*	398.92	0	0.18
*Defb52*	378.92	0	1.30
*Tnf*	364.57	0	0.29
*RGD1305184*	280.10	0.18	44.85
*Cxcl11*	255.69	0.41	91.90
*Iqcf3*	255.49	0	0.26
*Gbp3*	212.40	0.02	4.65
*Mx1*	196.83	2.06	358.59
*Cxcl10*	196.34	3.12	541.00
*Gbp1*	194.82	0.22	38.16
*Ubp*	38.16	0.86	142.26
*Ifit3*	140.50	2.35	291.69
*Rsad2*	139.88	1.13	137.84
*Olr1735*	134.79	0	0.68
*Mx2*	108.19	2.58	246.85
*Isg15*	101.53	1.71	154.19
*Usp18*	97.96	0.64	55.25
*Cxcl9*	96.43	2.84	243.99
*Olr1734*	89.75	0	0.42

† *PolyI:C, Polyinosinic:Polycytidylic acid; RPKM, Reads Per Kilobase of transcript per Million mapped reads*.

**Table 3:** List of top 20 decreased genes following maternal PolyI:C exposure.

**Gene**	**Fold change**	**Saline RPKM**	**PolyI:C RPKM^†^**
*Ms4a6e*	−1046.99	1.28	0
*LOC103690002*	−15.47	2.84	0.16
*Slco1a4*	−13.43	1.30	0.09
*Ddo*	−13.43	0.12	0.01
*RGD1561034*	−9.23	0.87	0.01
*Grcc10*	−8.79	4.54	0.47
*Clec4a*	−8.52	0.43	0.04
*Lancl3*	−7.83	0.68	0.08
*Sema6c*	−7.76	0.16	0.02
*Btnl9*	−7.45	0.72	0.08
*Myom2*	−6.93	0.21	0.03
*Muc16*	−6.88	0.16	0.02
*Abcg4*	−6.77	0.61	0.08
*Gria2*	−6.71	0.63	0.08
*Shc3*	−6.25	0.32	0.05
*Kcng1*	−6.16	0.13	0.02
*Scn7a*	−5.81	0.39	0.06
*Ldb2*	−5.72	5.73	0.89
*Etv1*	−5.67	0.29	0.05
*Rbp7*	−5.57	2.37	0.38

† *PolyI:C, Polyinosinic:Polycytidylic acid; RPKM, Reads Per Kilobase of transcript per Million mapped reads*.

Next, we performed gene ontology analysis to identify pathways that were significantly altered in the conceptus following maternal PolyI:C exposure. Not surprisingly, pathways that were upregulated after PolyI:C exposure included those associated with antiviral pathways and inflammation. 

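Sensors of double-stranded RNA, antigen presentation genes and guanylate-binding proteins rose together in conceptuses after maternal PolyI:C exposure. Of 18 measured genes of double-stranded RNA sensing and interferon receptors, 11 rose and none fell (11 when adjusted over the list alone). Ddx58, which encodes the RNA sensor RIG-I, rose from 3.04 ± 0.60 to 80.7 ± 1.59 RPKM, and Tlr3, an endosomal receptor for double-stranded RNA, rose from 2.00 ± 0.311 to 10.1 ± 0.599 RPKM (SD, n = 3 per group). Of 19 genes of MHC class I antigen presentation, 18 rose and none fell (19 when adjusted over the list alone). The peptide transporter Tap1 was 17.8-fold higher and B2m, the light chain of MHC class I, was 5.36-fold higher, while RT1-A1, an MHC class I gene with near-identical copies, had a log2 fold change of 2.69 and an adjusted p of 0.0544 (0.0248 without F3-10). All 8 measured guanylate-binding and immunity-related GTPases rose (8 when adjusted over the list alone). Gbp2, the most abundant of the named members, rose from 25.8 ± 4.53 to 953 ± 15.8 RPKM.
With a preset correlation, the set tests gave adjusted p-values of 2.04e-36 for the sensing genes, 1.20e-58 for MHC class I and 1.83e-91 for the GTPases. With an estimated correlation the adjusted p-values were 0.0135, 0.00815 and 0.00554. These lists stand in for the pathways of Fig. 2A, since no table that pairs genes with ontology terms was used here.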

Examples of upregulated pathways include: negative regulation of viral replication pathway (*P* = 8.2E-16, 17 genes), innate immune response (*P* = 4.5E-19, 47 genes), and inflammatory response (*P* = 1.8E-24, 57 genes, Figure 2A). Intriguingly, pathways associated with decreased gene expression were related to nervous system function and development, including central nervous system development (*P* = 3.3E-02, 5 genes); axon guidance (*P* = 7.6E-03, 7 genes); and neuronal action potential (*P* = 7.7E-04, 5 genes, Figure 2B). Thus, maternal PolyI:C exposure during early pregnancy induces robust transcriptome changes in the conceptus, including increased expression of genes associated with antiviral and inflammatory pathways and reduced expression of genes associated with neurological development.

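Voltage-gated sodium and potassium channels fell in 10 of 21 measured genes and rose in none after maternal PolyI:C exposure (13 lower and 0 higher when adjusted over the list alone), with a median log2 fold change of -0.62. Scn7a, a sodium channel of glia and peripheral nerve, fell from 0.391 ± 0.237 to 0.0600 ± 0.0152 RPKM (log2 fold change -2.54, and -1.92 without F2-16), and Scn2a fell from 0.230 ± 0.0145 to 0.0879 ± 0.00805 RPKM (SD, n = 3 per group). Kcng1, a potassium channel subunit, had a log2 fold change of -2.64 and an adjusted p of 0.0279, which was 0.0770 without F3-7 and 0.0849 without F3-8. Axon guidance genes moved both ways: of 44 measured, 8 fell and 11 rose (11 and 13 when adjusted over the list alone). Etv1, a transcription factor of sensory neurons, fell with a log2 fold change of -2.50, and Ephb1, an ephrin receptor, with -2.06. Slit2, an axon repellent, rose from 1.22 ± 0.0930 to 3.17 ± 0.399 RPKM, and the semaphorin receptor Nrp2 rose from 3.22 ± 0.387 to 5.22 ± 0.238 RPKM. Of 23 measured glutamate receptor and synaptic genes, 7 fell and 4 rose (8 and 5 when adjusted over the list alone; 4 fell without F2-16). Gria2, a subunit of AMPA receptors, was 6.70-fold lower, whereas Grm7, a metabotropic glutamate receptor, was 7.17-fold higher and Nlgn2, a synaptic adhesion gene, 1.94-fold higher.
The channel list gave an adjusted p of 0.000955 in the set test with a preset correlation (adjusted p = 0.365 with an estimated correlation, and 0.376 among genes with a mean RPKM above 1). Axon guidance and the glutamate and synaptic genes gave 0.947 and 0.579. These tests ask whether a list as a whole moved to one side. They cannot decide on the paper's enrichment among downregulated genes, which is another measure and was not repeated. At the thresholds for downregulated and upregulated genes, 2 axon guidance genes fell and 2 rose, and 1 glutamate or synaptic gene fell and 1 rose. The neural lists partly follow pathways that the paper reports from these libraries and are not independent evidence. Of 14 measured Schwann cell and peripheral nerve markers, 5 fell and 1 rose (6 and 1 when adjusted over the list alone; 3 lower without F2-16 and 2 without F3-8). As a list they did not pass the set test with a preset or an estimated correlation (adjusted p = 0.152 and 0.365). They did pass with fry, a set test that does not compare a list with the other genes (adjusted p = 0.0231, in the lower direction). Smooth muscle and myometrium markers fell in 4 of 24 and rose in none (3 and 0 when adjusted over the list alone), among them the sarcomere gene Myom2, with a log2 fold change of -2.80. The smooth muscle and myometrium markers gave an adjusted p of 0.0166 with a preset correlation (adjusted p = 0.812 with an estimated correlation, 0.195 with fry, 0.0839 without F2-16 and 0.0858 without F3-8).

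**Figure D2:**
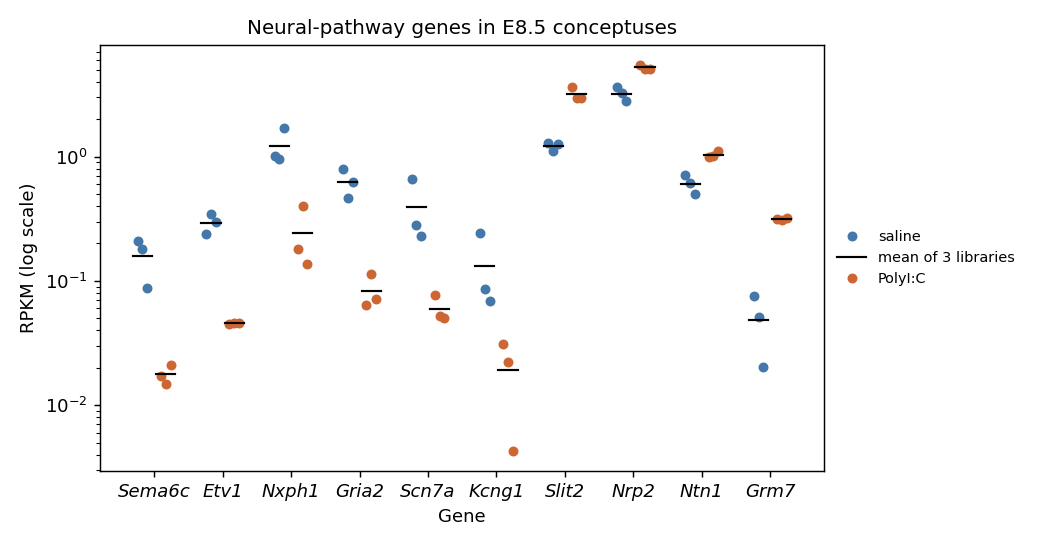
RPKM on a log scale in each of the 3 saline and 3 PolyI:C libraries for 10 genes of axon guidance, ion channels and synapses. Points are libraries and bars are group means; the genes from Sema6c to Kcng1 were lower with PolyI:C and those from Slit2 to Grm7 were higher, with Slit2 means of 1.22 and 3.17 RPKM.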

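Members of the antiviral and inflammatory lists mostly rose, with 2 chemokines as the exceptions that fell. Of the neural lists, axon guidance and the glutamate and synaptic genes moved in both directions, and the channels that passed the test fell. Across the 5 neural lists (progenitors, neuronal differentiation, axon guidance, channels, glutamate and synaptic genes), 101 genes were measured, of which 27 fell, 15 rose and 59 did not pass the test. At the same cut 1585 of all 15211 genes tested fell and 2132 rose. Of the 27 that fell, 7 also passed the thresholds used to count downregulated genes. The median log2 fold change of all 27 was -0.89, with quartiles of -1.98 and -0.63. Genes that mark the embryo itself were at low levels in these libraries. Of 22 markers of the epiblast, primitive streak and mesoderm, 6 were measured and 1 rose, Foxa2, which had 11, 5 and 4 reads with saline and 18, 32 and 28 with PolyI:C. Foxa2 is also in the list of uterine epithelium markers, so its rise cannot be assigned to the embryo. Acta2, a smooth muscle actin, was at 255 ± 55.9 RPKM with saline and 247.5 ± 54.3 RPKM with PolyI:C (SD, n = 3 per group), with no change past the test.
Of the 40 lists with at least 3 measured members, 15 passed the set test with a preset correlation and 7 with an estimated one. From the antiviral and inflammatory pathways among the upregulated genes and the nervous system pathways among the downregulated genes, the paper concludes that maternal PolyI:C exposure in early pregnancy induces robust transcriptome changes in the conceptus, with antiviral and inflammatory genes increased and genes of neurological development reduced.

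**Figure D3:**
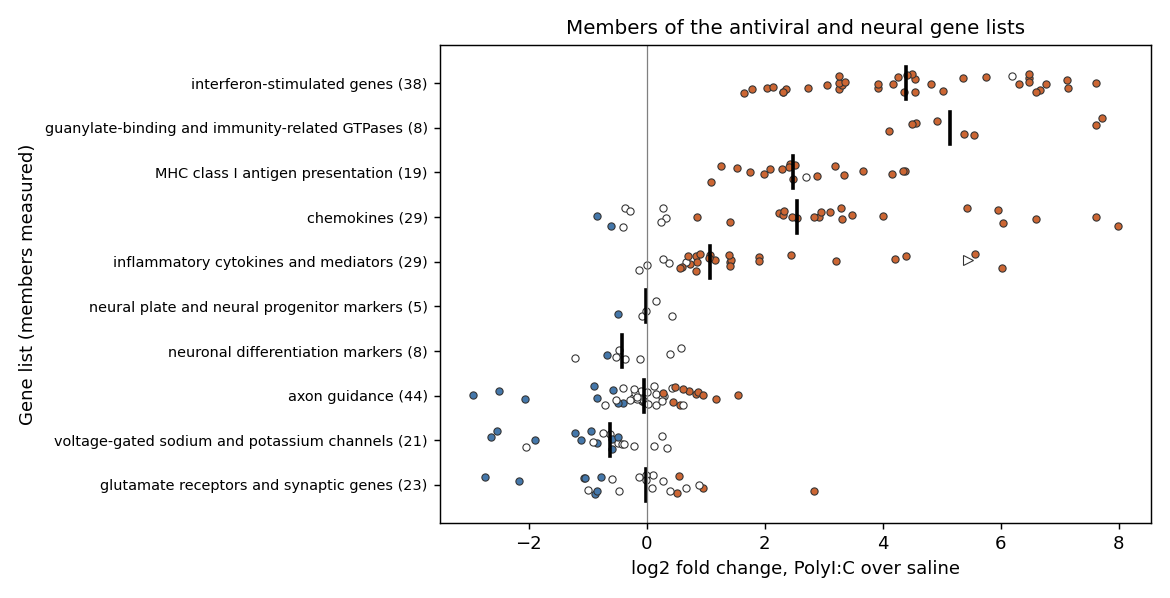
log2 fold change, PolyI:C over saline, of each measured member of 10 gene lists, with the number measured beside each name. Orange points rose and blue points fell at an adjusted p under 0.05, white points did not pass the test, black bars are medians, and the triangle is Tnf at the lower bound of its ratio since it had no reads with saline. The medians run from 5.14 for guanylate-binding and immunity-related GTPases to -0.62 for the channels.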

**Figure 2:**
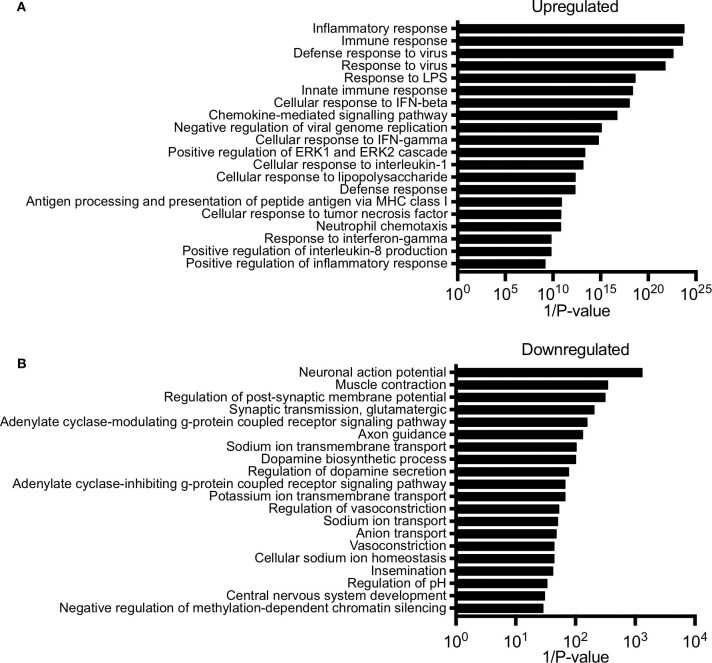
Pathway analysis of unique gene signatures upregulated and downregulated in the conceptus following maternal exposure to PolyI:C. **(A)** Top 20 gene pathways upregulated in the conceptus following administration of PolyI:C to pregnant dams. **(B)** Top 20 gene pathways downregulated in the conceptus following administration of PolyI:C to pregnant dams. Pathway analysis was conducted by inputting genes changed more than 2-fold compared to conceptuses collected following maternal exposure to saline, and with a false discovery rate < 0.01.

### Maternal PolyI:C Exposure During Early Pregnancy Alters Cortical Architecture in the Fetus

Since offspring born to dams exposed to PolyI:C during early pregnancy are predisposed to neurobehavioral impairments, and we found decreased expression of various genes associated with central nervous system development following maternal PolyI:C exposure, we sought to elucidate whether cortical architecture was altered in developing fetal brains. Cortical neurogenesis begins around E11 in rats, peaks at E15, and slows by E17 (26). Consequently, we measured cortical thickness, including thickness of the cortical mantle (CM; delineated using the neuronal marker β3T) and ventricular zone (VZ; identified using Sox2, which is highly expressed in NPCs, Figures 3A,B) in coronal sections of fetal brains on E15.5, 1 week following maternal saline or PolyI:C treatment. Male fetuses prenatally challenged with PolyI:C showed an 8.3% increase in total cortical thickness on E15.5 compared to saline-exposed male fetuses (Figure 3C, *P* < 0.05). The increased cortical thickness in male fetuses was primarily attributed to a thicker CM (20% increase in PolyI:C-exposed fetuses compared to saline, Figure 3C, *P* < 0.05). The VZ also appeared to be increased in PolyI:C-exposed male fetuses, but it was not statistically significant. Interestingly, thickness of the VZ in female fetuses prenatally challenged with PolyI:C was increased by 10% (Figure 3C, *P* < 0.05), whereas there was no change in thickness of the CM. Total cortical thickness appeared to be thicker in females exposed to PolyI:C, but did not reach statistical significance (*P* = 0.08). Our results indicate that maternal PolyI:C exposure during early pregnancy caused sex-specific alterations in cortical architecture at mid-to-late gestation, and in general was associated with increased thickness of the developing cerebral cortex.

**Figure 3:**
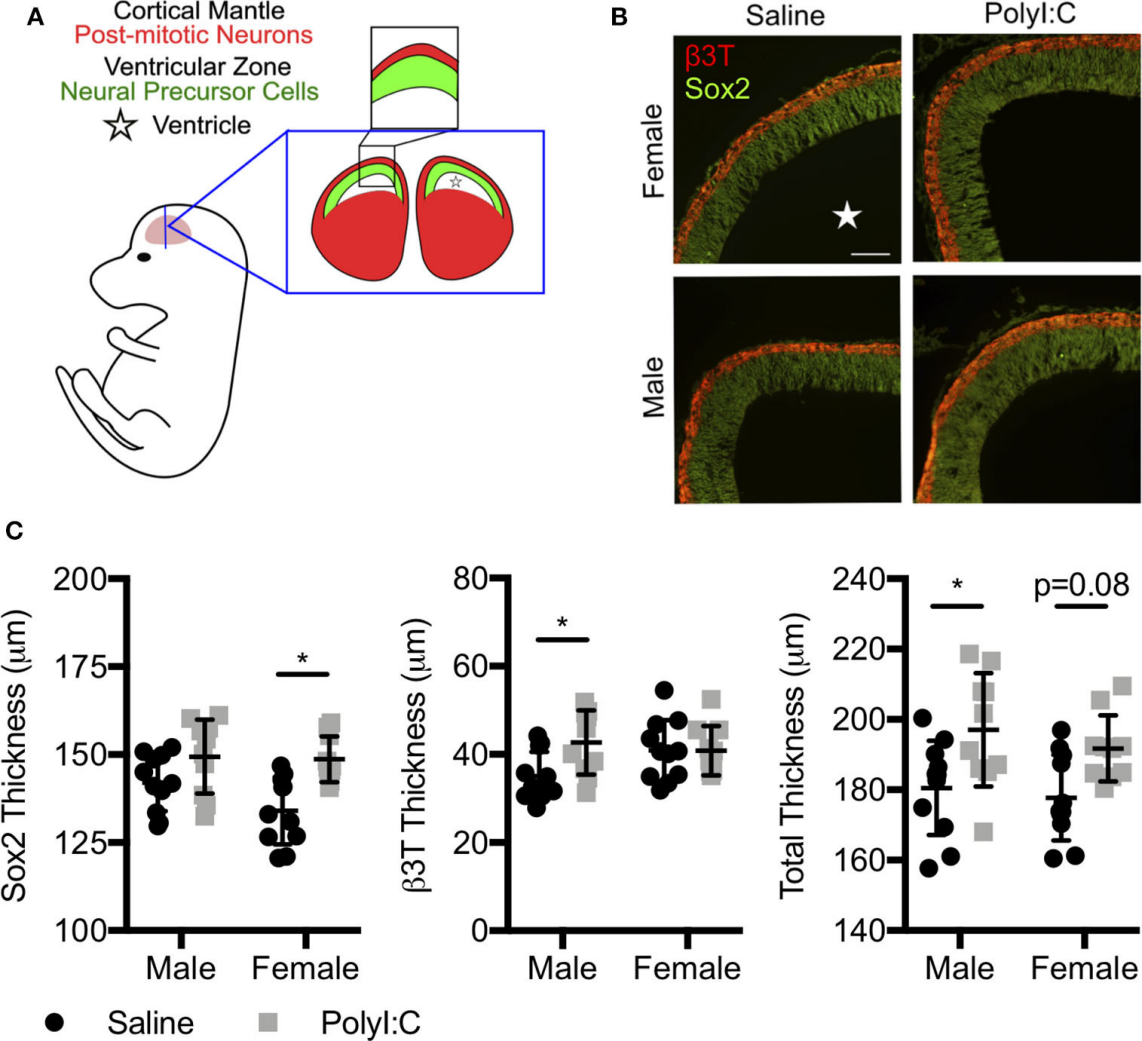
Prenatal exposure to PolyI:C prompts changes in cortical architecture. Dams were injected with either saline or PolyI:C on E8.5, and whole fetal brains were collected 1 week later. **(A)** Schematic depiction of the layers of the rat fetal cortex at E15.5. **(B)** Coronal sections of the cortex at E15.5 were stained for β3T (red) and Sox2 (green) to delineate the CM and VZ, respectively. **(C)** Measurements showing total cortical thickness and thickness of the CM and VZ in male and female fetuses. Graphs represent means ± SEM. A star () denotes the ventricle. Statistical analyses were performed using two-way analysis of variance and Sidak's multiple comparison. Data are represented as mean ± SEM and asterisks denote statistical significance (*P < 0.05; N ≥ 10 fetuses per sex from at least three dams per group). Scale bar = 100 μm.

### Increased Proliferation of Fetal NPCs Following Maternal Exposure to PolyI:C

Our results indicate that maternal PolyI:C treatment at early gestation results in altered thickness of cortical layers in fetuses. This might be mediated through abnormal functioning of NSCs/NPCs. Thus, for our next series of experiments, pregnant dams were administered saline or PolyI:C on E8.5, and NPCs were isolated from fetal cortices on E15.5 (Figure 4A). Cells isolated from fetal cortices expressed Pax6, Nestin, and Sox2, and displayed morphology consistent with NPCs, including formation into neurospheres within 4 days, at which point they were either fixed and cryosectioned, or disaggregated and plated into monolayers. Interestingly, neurospheres isolated from fetuses exposed prenatally to PolyI:C showed rapid growth and formed into larger colonies, suggesting that they may have a higher proliferative index compared to neurospheres isolated from fetuses collected from saline-treated dams (Figure 4B). To examine the proliferative capacity of NPCs, we measured the percentage of cells within neurospheres that incorporated EdU, and found that neurospheres prepared from fetal cortical tissue collected from PolyI:C-treated dams exhibited a 9.3% increase in EdU incorporation compared to neurospheres prepared from saline-exposed fetuses (Figure 4C, *P* < 0.05). Furthermore, neurospheres from PolyI:C-treated pregnancies had increased staining for phospho-histone H3 (P-HH3), a marker of mitotically-active cells, as shown using both immunofluorescence (Figure 4B) and western blotting (Figure 4D).

**Figure 4:**
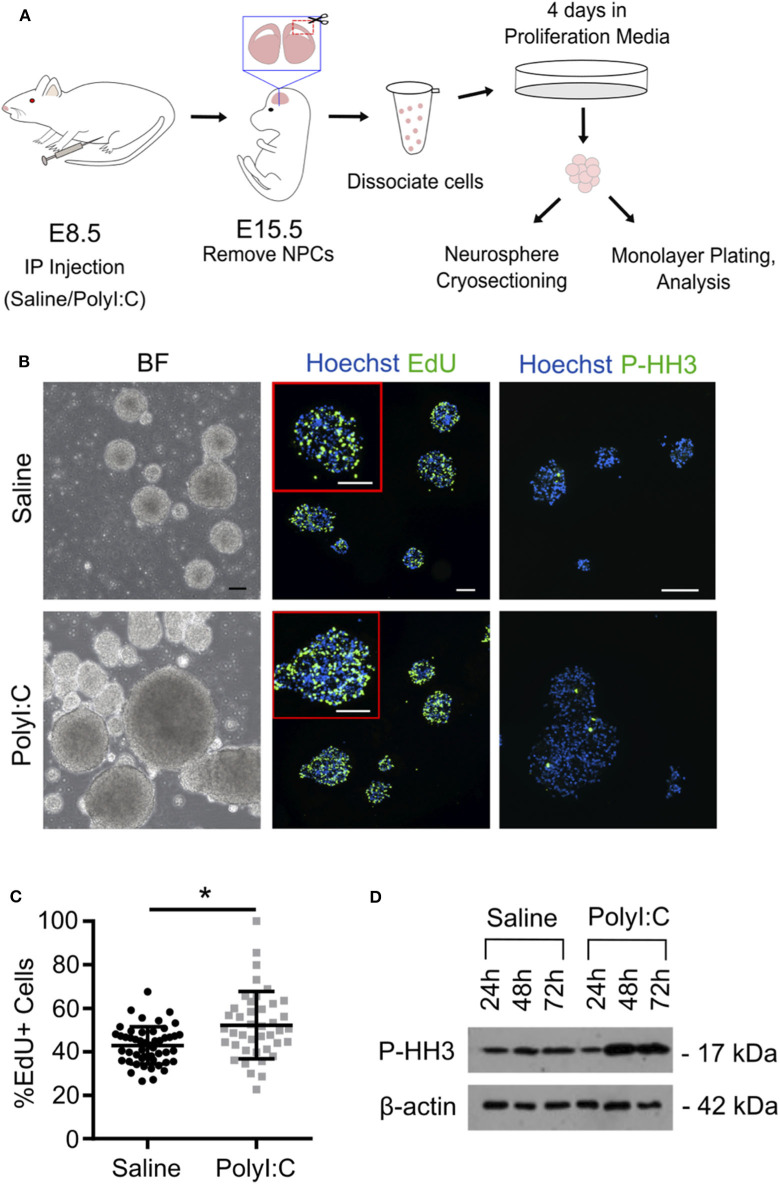
Maternal exposure to PolyI:C increases proliferation potential of neurospheres prepared from fetal cortices. Pregnant rats were administered saline or PolyI:C on E8.5, and NPCs were isolated from E15.5 fetal cortices for neurosphere culture. **(A)** Schematic depiction of experimental protocol. **(B)** The two left panels show neurospheres produced from cortical NPCs imaged using brightfield. The middle two panels show EdU incorporation in cryosectioned neurospheres. The right two panels show immunofluorescence for phospho-histone H3 (P-HH3). In the middle and right panels, Hoechst is used to counterstain nuclei. Scale bar = 100 μm. **(C)** Percent EdU positive cells in each neurosphere were quantified from each treatment group. **(D)** Western blot analysis of P-HH3 expression in neurospheres following 24, 48, and 72 h culture. β-actin was used as a loading control. Statistical analyses were performed using Student's *t*-test. Data are represented as mean ± SEM. Data significantly different (*P* < 0.05) from controls are indicated by an asterisk (*5–6 fetuses from each of 3 dams per treatment were used for neurosphere generation).

When neurospheres are disaggregated and cells plated as monolayers, NPCs can be maintained as a proliferative population expressing Nestin, Pax6, and Sox2, or induced to differentiate into NeuN+ neurons and GFAP+ glia (Figure 5A and Supplemental Figure 1). Thus, to determine the proliferative capacity of NPCs using monolayer cultures, neurospheres prepared from individual fetuses were disaggregated, sex determined through *Sry* genotyping, and male or female NPCs combined and re-plated as monolayers. In NPCs prepared from E15.5 fetal brains 1-week following maternal PolyI:C exposure, ~15% more NPCs incorporated EdU regardless of whether they were derived from a male or female fetus compared to NPCs from saline-exposed fetuses (Figures 5B,C, *P* < 0.05), which is consistent with the increased proliferation of NPCs in neurospheres and thicker cortical layers in fetal brains prenatally challenged with PolyI:C (Figures 3, 4). The increased EdU incorporation was also evident if cells were cultured in conditions that favor differentiation (Figure 5D, *P* < 0.05). Additionally, we used NeuN to identify cells that underwent differentiation into neurons. In NPCs prepared from fetal cortices 1 week following maternal PolyI:C exposure, there was a 26.3% (*P* = 0.0003) and 20.2% (*P* = 0.0212) increase in NeuN-labeled cells in male and female NPCs, respectively (Figure 5E). Although both male and female NPCs prepared from fetuses exposed to PolyI:C have a higher differentiation potential compared to fetuses exposed to saline, the effect was more robust in male fetuses. Collectively, these results show that exposing pregnant rats to MIA during early pregnancy disrupts the normal proliferation potential and behavior of fetal NPCs.

**Figure 5:**
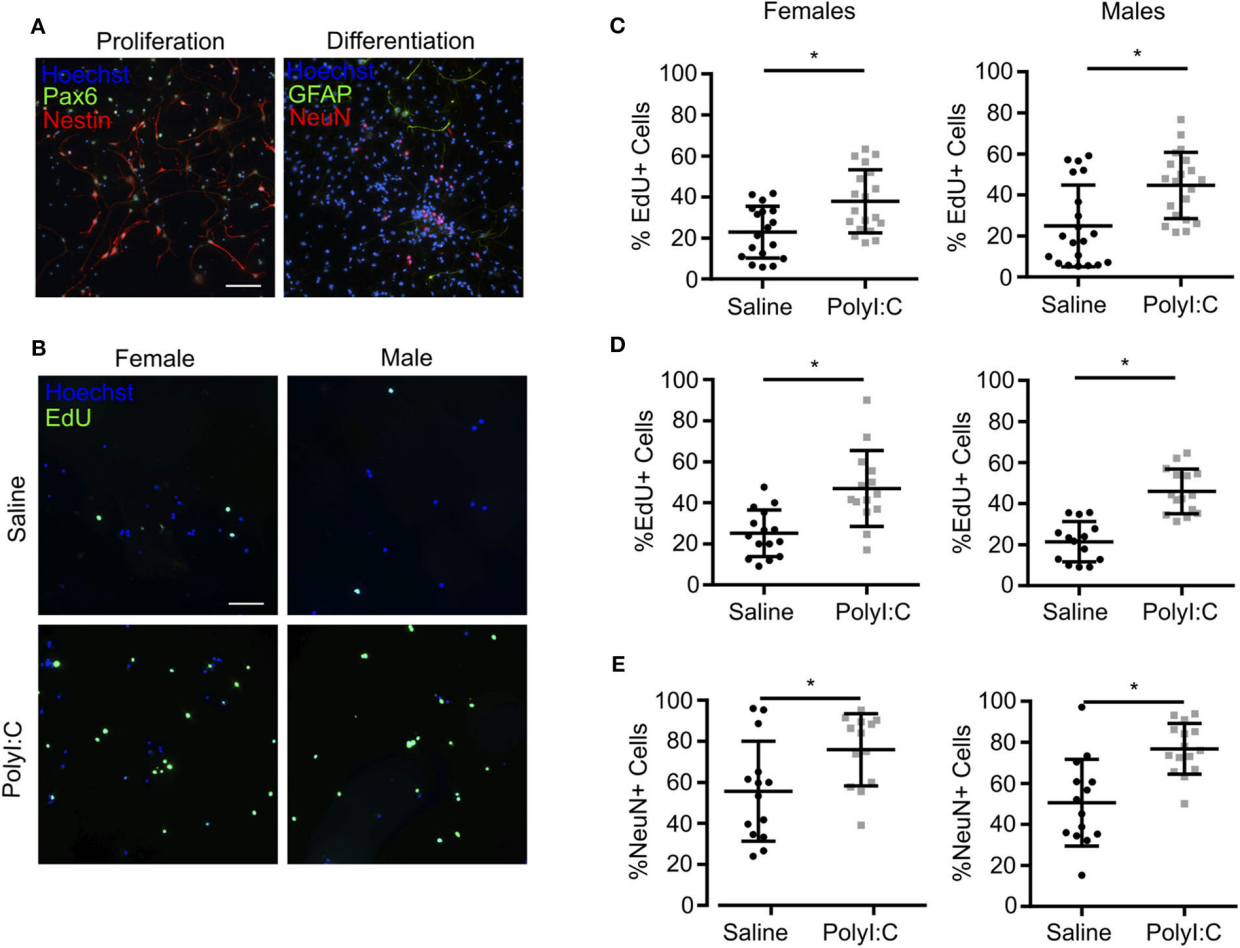
NPCs isolated from fetal cortices challenged prenatally with PolyI:C exhibit increased proliferation potential. Pregnant rats were administered saline or PolyI:C on E8.5, and NPCs were isolated from E15.5 cortices for neurosphere culture. Neurospheres from male or female embryos were pooled, and then mechanically dissociated to form monolayers. Monolayers were subsequently cultured in media to promote stem or differentiated states. **(A)** Representative images of NPC monolayers cultured in proliferation conditions stained for Pax6 (green) and Nestin (red), or cultured in differentiation conditions stained for GFAP (green) and NeuN (red). Hoechst (blue) was used to counterstain nuclei. **(B)** Representative images of EdU incorporation in NPCs prepared in proliferation conditions from male and female cortices challenged prenatally with saline or PolyI:C 1 week prior. **(C)** Percentage of male and female NPCs that incorporated EdU during culture in proliferation conditions. **(D)** Percentage of male and female NPCs maintained in differentiation media that incorporated EdU. **(E)** Percentage of male and female NPCs maintained in differentiation media immunoreactive for NeuN indicating their differentiation capacity. Statistical analyses were performed using Student's *t*-test. Data are represented as mean ± SEM. Data significantly different (*P* < 0.05) from controls are indicated by an asterisk (*2–3 fetuses per sex collected from at least 3 dams). Scale bar = 50 μm.

### Altered Expression of Components of the Notch Signaling Pathway in Conceptuses Following Maternal Exposure to PolyI:C

The Notch signaling pathway is intricately involved in shaping the cell number and function of the vertebrate nervous system, and is well-known to facilitate binary cell fate choices, including the regulation of NPC maintenance and differentiation [reviewed in (27)]. In mammals, Notch signaling is controlled by cell-cell interactions, with Notch receptors (Notch1-4) on one cell activated by ligands [Delta-like (Dll)-1, Dll-3, Dll-4, Jagged (Jag)-1, and Jag-2] expressed on adjacent cells. Ligand-receptor interactions facilitate cleavage of the Notch intracellular domain, which translocates to the nucleus to activate target genes influencing cell fate in the nervous system. Since there are no intermediates between activation of Notch receptors in the cell membrane and their target site in the nucleus, Notch signaling is principally regulated by the expression of receptors, ligands, and enzymatic activity at the cell membrane. 

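Notch1, a receptor that maintains neural progenitors, rose from 2.39 ± 0.363 RPKM with saline to 4.62 ± 0.0753 RPKM with PolyI:C (SD, n = 3 per group), a 2.18-fold rise in conceptuses. Dll1, a Notch ligand, rose from 0.590 ± 0.0505 to 2.47 ± 0.155 RPKM, a 4.72-fold rise. The log2 fold changes were 1.12 for Notch1 (standard error 0.11, adjusted p = 9.94e-05 from edgeR's quasi-likelihood test) and 2.24 for Dll1 (standard error 0.11, adjusted p = 1.16e-06 from the same test). In both genes all 3 PolyI:C libraries lay above all 3 saline libraries. The ligand Dll4 also rose, from 0.930 ± 0.108 to 1.37 ± 0.133 RPKM (adjusted p = 0.00254), whereas the paper reports no change of Dll4 from RT-PCR. Of 8 measured Notch receptors and ligands, 3 rose and none fell (3 and 0 when adjusted over the list alone; 1 fell with total counts). With a preset correlation the set test gave an adjusted p of 0.147 for this list, 0.0346 without F2-16, and 0.0862 to 0.362 over the other settings. With an estimated correlation it was 0.764, and with the set test fry it was 0.0270, in the upward direction. Of 21 measured Notch processing genes, 3 rose and 1 fell (6 and 1 when adjusted over the list alone; 5 and 2 without F3-10). Among all 15211 genes tested, 2132 rose and 1585 fell at the same cut, so these counts show no excess in the list. Psen2, a catalytic subunit of gamma-secretase, and Adam17, a protease that can cleave Notch, had log2 fold changes of 0.99 and 0.71, and Maml2, a coactivator, one of 0.53. Lfng, a glycosyltransferase that modifies Notch, fell with a log2 fold change of -0.63, a call lost without F2-16, F3-5, F3-7 or F3-8 (adjusted p = 0.0563 to 0.0724).

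**Figure D4:**
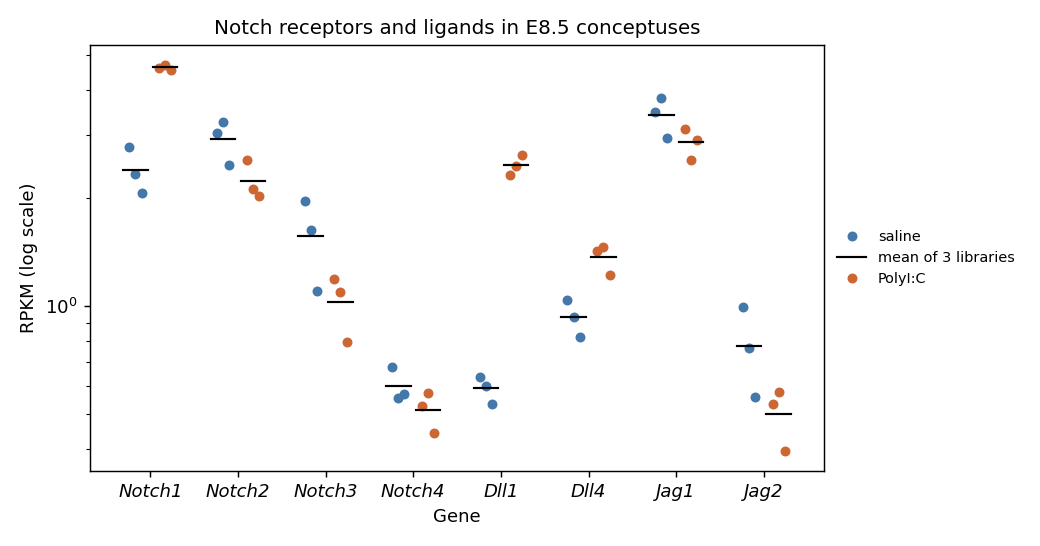
RPKM on a log scale in each of the 3 saline and 3 PolyI:C libraries for the Notch receptors and ligands above the filter on low values. Points are libraries and bars are group means; Notch1, Dll1 and Dll4 were higher with PolyI:C, with Dll1 means of 0.590 and 2.47 RPKM.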

In our RNA-Seq analysis, we noted increased expression of *Notch1* (2.2-fold, FDR *P* < 0.01) and *Dll1* (4.72-fold, FDR *P* < 0.01) in conceptuses following MIA, which prompted us to evaluate expression of all receptors and ligands that participate in Notch signaling. Using quantitative RT-PCR, we confirmed that following prenatal challenge with PolyI:C, conceptuses exhibited increased expression of *Notch1* and *Dll1* compared to conceptuses exposed to saline, with fold-changes comparable to results obtained using RNA-Seq (Figure 6A, both *P* < 0.05). We also found reduced expression of *Notch3* and *Jag2* (51% decreased and 41% decreased, respectively, *P* < 0.05). 

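Notch3 was at 1.56 ± 0.434 RPKM with saline and 1.03 ± 0.206 RPKM with PolyI:C, and Jag2 was at 0.773 ± 0.218 and 0.502 ± 0.0959 RPKM (SD, n = 3 per group). Neither difference passed the test. The log2 fold change was -0.43 for Notch3 (standard error 0.22, adjusted p = 0.200) and -0.45 for Jag2 (standard error 0.23, adjusted p = 0.191), both from edgeR's quasi-likelihood test. In both genes the libraries of the 2 groups overlapped after scaling, with Notch3 at 1289, 1119 and 637 reads with saline and 614, 661 and 498 with PolyI:C. The receptor Notch2 had a log2 fold change of -0.21 (adjusted p = 0.166) and the ligand Jag1 one of -0.07 (adjusted p = 0.624). Notch4 was measured at 0.60 ± 0.0658 and 0.515 ± 0.0648 RPKM, with a log2 fold change of -0.05 that became 0.04 without F2-16 or F3-8. Dll3 had 9, 3 and 2 reads with saline and 2, 6 and 4 with PolyI:C and was below the filter on low values. With total counts in place of TMM, Notch2 passed the test with a log2 fold change of -0.39.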

Expression of *Notch3* and *Jag2* appeared to be similarly reduced in our RNA-Seq analysis, but the *P*-values did not reach our stringent cut-off (FDR *P*-value = 0.10 and 0.06, respectively). There was no change in *Notch2, Dll4*, or *Jag1* expression between saline or PolyI:C-exposed conceptuses, whereas *Notch4* and *Dll3* levels were below the threshold for detection (Cq>30 in both groups).

**Figure 6:**
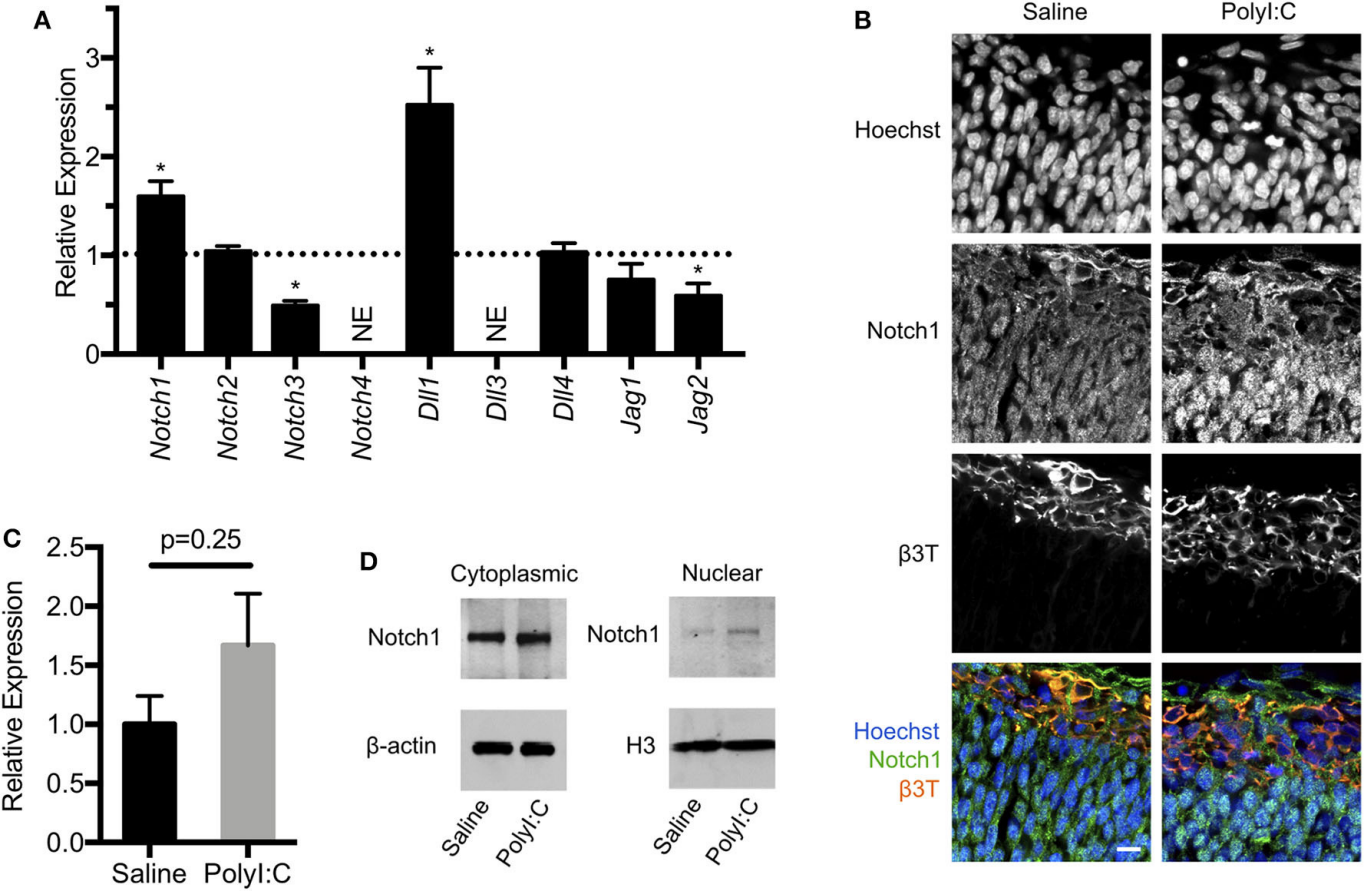
Maternal exposure to PolyI:C alters expression of Notch signaling components in the conceptus. **(A)** Transcript levels of Notch receptors (*Notch1-4*) and ligands (*Dll1, Dll3, Dll4, Jag1, Jag2*) in conceptuses 6 h following maternal exposure to PolyI:C. Transcript levels were normalized to levels in conceptuses from saline-exposed dams. NE, Not expressed (below threshold of detection). **(B)** Immunofluorescence showing Notch1 expression in E15.5 fetal cortices 1-week following maternal exposure to saline or PolyI:C. β3T was used to delineate the CM. Hoechst was used to stain nuclei. Note that Notch1 is expressed throughout the cortices, but qualitatively increased expression and nuclear accumulation of Notch1 is evident following prenatal challenge with PolyI:C. Scale bar = 10 μm. **(C)** Transcript levels of *Notch1* expression in neurospheres collected from cortices of E15.5 fetuses 6 h following maternal exposure to PolyI:C or saline. **(D)** Cytoplasmic and nuclear levels of Notch1 in NPCs collected from fetal cortices 1 week after maternal exposure to saline or PolyI:C. β-actin was used as a loading control for cytoplasmic lysates; histone H3 was used as a loading control for nuclear lysates. Statistical analyses were performed using Student's *t*-test. Data are represented as mean ± SEM. Data significantly different (*P* < 0.05) from controls are indicated by an asterisk (*3 fetuses collected from each of 3 dams per treatment).

Notch1 is the prototypical Notch receptor implicated in maintaining NPC function. Since we found increased Notch1 expression in conceptuses following MIA, we sought to determine whether sustained Notch1 expression is evident in the developing fetal cortex, 1-week following maternal exposure to saline or PolyI:C. We found that Notch1 was expressed in cells throughout the cortex, with more intense immunoreactivity in nuclei located within the VZ in fetuses prenatally challenged with PolyI:C (Figure 6B). To determine whether increased Notch1 expression was evident in NPCs following MIA, we isolated NPCs from fetal cortices following maternal exposure to saline or PolyI:C 1 week earlier, and generated neurospheres. Although there was no change in *Notch1* mRNA expression in neurospheres collected from fetal brains 1-week following maternal exposure to PolyI:C, Notch1 protein was increased, particularly in nuclear lysates (Figures 6C,D). Collectively, our results indicate that maternal exposure to PolyI:C results in abnormalities in Notch signaling in the conceptus and fetal brain (schematically depicted in Figure 7).

**Figure 7:**
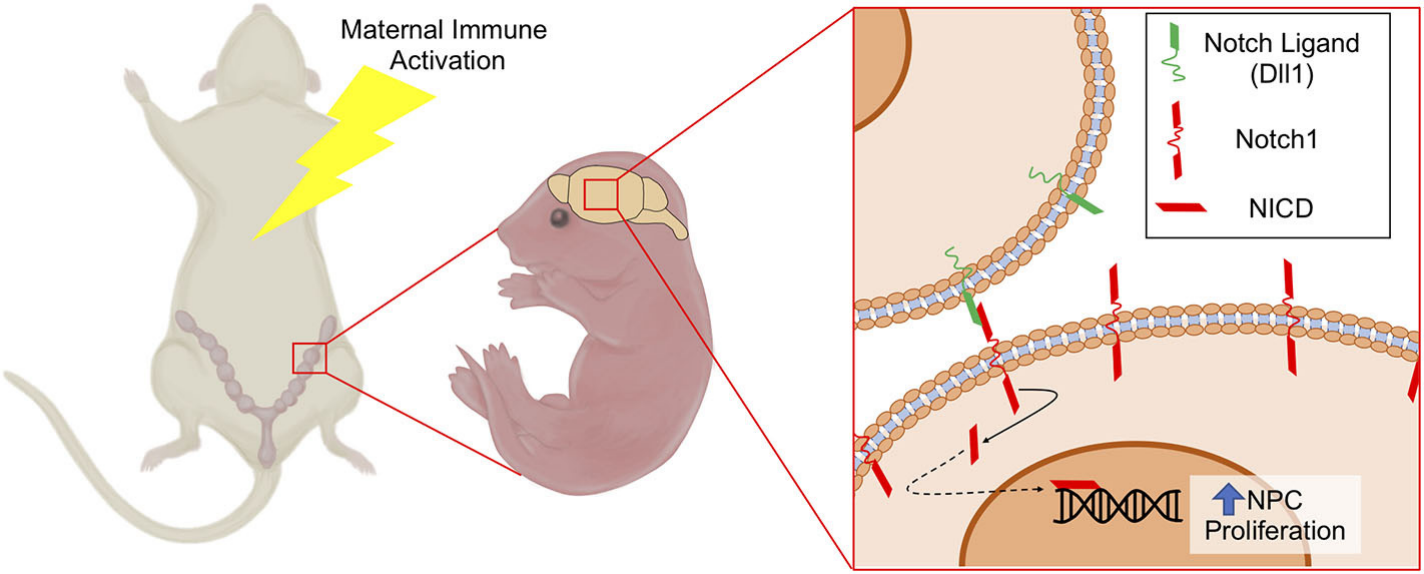
Schematic depicting increased NPC proliferation mediated by Notch1 signaling following MIA. MIA elicits increased expression of Notch1 and its ligand Dll1 in NPCs, which may contribute to altered NPC proliferation and differentiation dynamics leading to changes in cortical structure. NICD, Notch Intracellular Domain.

## Discussion

Ample epidemiological and experimental evidence supports the notion that MIA during early pregnancy may interfere with the development of the brain leading to potential long-term neuropsychiatric and behavioral abnormalities. While many studies have focused on long-term changes on brain development and/or behavioral outcomes following MIA, molecular and structural changes in prenatal brain development are not clear, and such changes may be central for postnatal consequences. In this study, we identified significant changes to the transcriptome in conceptuses immediately following MIA in rats, including increased expression of genes involved in inflammatory and antiviral responses and suppression of genes involved in brain development. Increased thickness of the VZ was evident in female fetuses 1-week following MIA; total cortical thickness and thickness of the CM were increased in male fetuses. Furthermore, NPCs prepared from fetal cortices 1-week following MIA exhibited enhanced proliferation *in vitro*, which may contribute to increased thickness of the cerebral cortex and is likely mediated by altered Notch signaling. Together, these results suggest that MIA during early pregnancy causes rapid alterations in signaling pathways required for normal neurogenesis, leading to profound and persistent changes in cortical development.

Exposure of pregnant rodents or primates to the synthetic dsRNA mimetic PolyI:C is a well-established tool for modeling MIA (28). Many viruses produce dsRNA as part of their replication cycle. Eukaryotic cells have evolved the capacity to recognize dsRNA through at least three receptors: toll-like receptor 3 (TLR3), retinoic acid-inducible gene 1 (RIG1), and melanoma differentiation-associated protein-5 (MDA5), which instigate an antiviral response to combat viral infection and propagation (29). Since PolyI:C is sufficient to activate these receptors and trigger cellular antiviral responses, the use of PolyI:C provides a means to investigate the impact of MIA without confounding variability in the severity, spread, and duration of viral infections. Molecular and cellular analyses conducted on brains of adult offspring challenged prenatally with PolyI:C show profound and reproducible impairments that align with behavioral phenotypes of clear relevance to neuropsychiatric disorders including ASD, schizophrenia, and depression (12, 30). Moreover, behavioral abnormalities in offspring can be recapitulated by direct maternal treatment with PolyI:C-induced cytokines (e.g., IL-6), whereas blocking key pathways prevents neural and behavioral deficiencies following MIA (10, 31, 32). In our study, we exposed dams to PolyI:C during early gestation (E8.5), which is a sensitive timepoint for neurogenesis in rats, and can also indirectly impact brain development by disrupting formation and function of supporting organs like the placenta (16, 33). Although previous studies have analyzed the transcriptome of the fetal brain following maternal PolyI:C exposure (34), our study is the first to characterize global transcriptome changes in the whole conceptus (including the primordial nervous system and placenta as well as maternal decidua, which is a likely source of cytokines deleterious for brain development). A limitation of this approach was the inability to ascertain changes happening specifically in the nascent central nervous system following MIA, however, it did provide us the opportunity to identify molecules activated within the conceptus, and correlate these changes to pathways integral for brain development. In future studies, the use of single cell transcriptomics may facilitate identification of cell type-specific responses to MIA.

Our study revealed broad antiviral and inflammatory responses triggered within the conceptus rapidly following PolyI:C exposure. 

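Inflammatory cytokines and mediators rose in 23 of 29 measured genes and fell in none (23 when adjusted over the list alone), with a median log2 fold change of 1.07. Il6 rose from 0.232 ± 0.14 to 1.89 ± 0.763 RPKM, with 28, 7 and 27 reads in the saline libraries and 112, 120 and 248 in the PolyI:C libraries. Il1b rose from 0.657 ± 0.228 to 2.15 ± 0.312 RPKM (SD, n = 3 per group). The log2 fold changes were 3.20 for Il6 (standard error 0.54, adjusted p = 0.00489 from edgeR's quasi-likelihood test) and 1.90 for Il1b (standard error 0.25, adjusted p = 0.000628 from the same test). Il1a, another interleukin-1, was 47.1-fold higher (log2 fold change 5.56, and 6.44 without F2-16), and Vcam1, which binds leukocytes to endothelium, was 21.1-fold higher. The feedback inhibitors of cytokine signaling Socs1 and Socs3 were 5.41-fold and 2.09-fold higher. Il10 did not pass the test, at 0.265 ± 0.0707 and 0.307 ± 0.0381 RPKM. The cytokine list gave an adjusted p of 7.93e-13 in the set test with a preset correlation (adjusted p = 0.100 with an estimated correlation).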

Among genes robustly upregulated following maternal PolyI:C exposure, those conventionally associated with MIA-associated neurological impairments (e.g., *Il6, Il1b*, and interferon-stimulated genes) were evident. A variety of other highly upregulated genes were identified in our analysis that may have important relevance for nervous system development and embryogenesis. For example, indoleamine 2,3-dioxygenase (*Ido1*) encodes a potent immunomodulatory protein that catabolizes tryptophan—a critical amino acid for synthesis of neuromodulators such as kynurenine and serotonin. 

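Ido1 had no reads in the 3 saline libraries and 55, 84 and 61 reads in the 3 PolyI:C libraries, at least 83.3-fold higher against a floor of 3 counts over the saline group (adjusted p = 8.91e-05 from edgeR's quasi-likelihood test). Its level with PolyI:C was 0.683 ± 0.132 RPKM (SD, n = 3). Of 10 measured genes of the kynurenine pathway and tryptophan use, 2 rose and 1 fell (2 and 2 when adjusted over the list alone; 2 fell without F3-2). Wars, which charges transfer RNA with tryptophan, rose from 15.6 ± 1.72 to 32.2 ± 0.915 RPKM. Kyat1, a kynurenine aminotransferase, fell from 1.15 ± 0.231 to 0.511 ± 0.0570 RPKM. Tdo2, which carries out the same step as Ido1, was at 8.09 ± 3.89 and 11.7 ± 3.10 RPKM, and Kynu, a kynureninase, had a log2 fold change of 0.93, and neither passed the test, although Tdo2 did without F3-2 (adjusted p = 0.0481). The pathway as a list gave an adjusted p of 0.471 in the set test with a preset correlation. With the set test fry the adjusted p was 0.00196, in the upward direction.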

High levels of IDO1 are associated with depressive behavior in rats as well as pain and depression in humans (35). Increased expression of the genes encoding C-X-C motif chemokine (CXCL)-10 and CXCL11 occurs during central nervous system inflammation (36). We also identified increased expression of a family of genes encoding interferon-induced transmembrane proteins, which restrict cellular viral entry and spread, but may exacerbate MIA and contribute to PolyI:C-induced embryonic lethality in mice (37). Thus, the conceptus competently produces a powerful immune response that may be required to combat viral infections, but this response may have consequences on processes essential for embryogenesis.

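Of 5 measured interferon-induced transmembrane genes, 3 rose and none fell in conceptuses after maternal PolyI:C exposure (4 when adjusted over the list alone). Ifitm3 rose from 204 ± 26.1 to 506 ± 63.3 RPKM and Ifitm1 from 14.1 ± 2.48 to 30.5 ± 1.41 RPKM (SD, n = 3 per group). Ifitm2 rose less, with a log2 fold change of 0.48 (standard error 0.09, adjusted p = 0.00456 from edgeR's quasi-likelihood test) against 1.49 for Ifitm3 (standard error 0.12) and 1.29 for Ifitm1 (standard error 0.15). Ifitm6 had a log2 fold change of 0.58 and an adjusted p of 0.0576, and Ifitm5 had 0 to 5 reads in each library. These genes are close copies of one another and may share reads. The list gave an adjusted p of 0.00895 in the set test with a preset correlation (adjusted p = 0.194 with an estimated correlation).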

Previous studies have described an inverse relationship between inflammation and expression of genes associated with brain development and function. For example, a single intracerebroventricular injection of lipopolysaccharide into adult mice decreases expression of genes associated with memory and learning (e.g., e.g., *Egr1* and *Arc*) in the cortex (38). Systemic inflammation also reduces gene expression of cholinergic components within various brain structures (39), homeostatic genes in microglia (40), and pathways canonically associated with nervous system development and function, including genes penetrant to ASD (41, 42). Consistent with these studies, our transcriptomics analysis identified decreased expression of numerous genes including *Doc2b, Sema6c, Gria1, P2rx1, Scn10a*, and *Rnf112*, that are associated with neural induction, neurogenesis, and central nervous system development following maternal PolyI:C exposure. 

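Of the neural genes measured, Gria1, a subunit of AMPA-type glutamate receptors, fell from 0.678 ± 0.148 to 0.291 ± 0.0717 RPKM after maternal PolyI:C exposure (SD, n = 3 per group; log2 fold change -1.06, standard error 0.26, adjusted p = 0.0183 from edgeR's quasi-likelihood test). Leaving out F2-16 or F3-8 ended this call, with adjusted p-values of 0.0643 and 0.0609. P2rx1, an ATP-gated channel, was at 0.899 ± 0.623 and 0.285 ± 0.0893 RPKM and did not pass the test (adjusted p = 0.0969), with 356, 186 and 68 reads in the saline libraries. Scn10a, a sodium channel of sensory neurons, had 199, 65 and 36 reads with saline and 17, 27 and 13 with PolyI:C, a log2 fold change of -2.05 with an adjusted p of 0.0579. Both genes passed with DESeq2 (adjusted p = 0.00640 and 0.00279), with edgeR's exact test (0.00793 and 0.00319) and without F3-10 (0.0135 and 0.0259), and Scn10a also with total counts in place of TMM (0.0347). Doc2b, which acts in transmitter release, had 14, 14 and 5 reads in the saline libraries and 0, 1 and 0 in the PolyI:C libraries, a ratio of 0.0379 with a 95% counting interval of 0.000931 to 0.226. Rnf112, a ring finger gene, had 17, 7 and 5 reads against 1, 1 and 1, a ratio of 0.129 with an interval of 0.0252 to 0.417. Both lay below the filter on low values, with mean levels of 0.0995 and 0.0320 RPKM with saline. Without the filter their adjusted p-values were 0.00963 and 0.0332.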

*Doc2b* encodes a protein that contributes to release of neurotransmitters and synaptic transmission (43). *Sema6c* encodes the transmembrane protein Semaphorin-6c, which plays an integral role in central nervous system connectivity and formation of the peripheral nervous system (44). Altered levels of glutamate receptor 1, encoded by *Gria1*, is a risk factor for schizophrenia (45). P2X purinoceptor 1, encoded by *P2rx1*, potentiates neurite outgrowth, while mutations in sodium voltage-gated channel alpha subunit 10, encoded by *Scn10a*, has been implicated in neurological disorders like multiple sclerosis and Pitt-Hopkins (46). RING finger protein 112, encoded by *Rnf112*, regulates neuronal differentiation during embryo development and maintains neural function in adults. Mice lacking *Rnf112* exhibit severe growth retardation and impaired neurocognitive development characterized by deficiencies in motor balance, learning, and memory (47). Collectively, the rapid repression of multiple genes critical for neurogenesis following MIA may interfere with the normal progression of nervous system development and predispose to long-term deficiencies in cognition and behavior. However, questions remain about specific neurogenic pathways in the primordial nervous system that are sensitive to MIA, and their relevance to long-term pathology in humans with neurobehavioral or cognitive impairments.

Since we found that MIA represses expression of many genes associated with nervous system development, we predicted that structural changes would be evident in the cerebral cortex—the area of the brain responsible for higher order thought, perception, and reason. Proper cortical development and expansion are dependent on coordinated regulation of NPC proliferation and cell fate specification; accumulating evidence indicates that these processes are disrupted following MIA. For example, MIA enhances expression of cell cycle-related genes and alters NPC proliferation patterns, resulting in increased cortical thickness and neuron density, brain overgrowth, regions of cortical dysplasia, and layering defects (32, 48–50). In this context, our findings of increased cortical thickness and enhanced NPC proliferation in fetuses 1-week following MIA support previous findings and suggest endogenous dysregulation of NPC self-renewal and differentiation. Although the thickness of the cerebral cortex in both male and female brains was increased by prenatal exposure to PolyI:C, structural changes exhibited a degree of sexual dimorphism, with males displaying a thicker CM and females a thicker VZ. In line with the increased CM thickness in male fetuses prenatally challenged with PolyI:C, NPCs isolated from male fetuses also had a more pronounced tendency to differentiate *in vitro*. The structural discrepancies between male and female brains following prenatal challenge with PolyI:C may reflect distinct responses to inflammation, including a heightened and prolonged surge of inflammatory cytokines such as IL-6 and IL-1β in male brains, and increased susceptibility to apoptosis in female brains, which could differentially predispose male and female offspring to distinct neuropsychiatric phenotypes (51, 52). Additionally, the duration of time in which NPCs exhibit dysregulated proliferation following maternal inflammation is not known. Whereas our study focused on changes occurring within 1 week of PolyI:C exposure, a transient surge of maternal IL-6 given on E13.5 in mice is sufficient to cause an expanded NPC population in 2-month old offspring, indicating that dysregulated NPC behavior may endure long after *in utero* exposure to inflammation (53). The ramifications of dysregulated NPC behavior and altered corticogenesis are not fully established, but one possible repercussion is exhaustion of NPC pools in older adult offspring (54). Another possible consequence is that cortical structural defects resulting from aberrant NPC behavior may be an etiological factor linking MIA with poor neurobehavioral outcomes in offspring. In support of this possibility, increased brain volume, head circumference, and number of cortical neurons are found in a subset of patients diagnosed with ASD (55, 56).

The evolutionarily conserved Notch signaling pathway is a major contributor to cell fate determination and patterning in the developing nervous system, including neurogenesis in embryonic brains, maintenance of NPC populations, and specification of glia (27). Mice lacking *Notch1, Dll1*, or *Rbpj* (which encodes a key nuclear component of the canonical Notch pathway) exhibit early embryonic lethality with compromised nervous system development, including rapid depletion of NPCs and precocious neuronal differentiation (57, 58), suggesting that signaling through Notch1 and Dll1 is critical for proliferation and maintenance of NPCs. The role of Notch3 in NPC biology is less clear. Notch3 is expressed in NPCs, but mice lacking Notch3 are viable and their brain development appears normal (59). In some studies, Notch3 is found to promote NPC proliferation similar to Notch1; other studies have reported Notch3 antagonizes Notch1, thereby inhibiting NPC proliferation and stimulating differentiation of NPCs (60). Intriguingly, we observed increased expression of *Notch1* and *Dll1*, and decreased expression of *Notch3* in conceptuses following MIA. Consistent with our findings, elevated expression of several Notch signaling components (e.g., *Notch1, Dll1*) is evident in inflammatory conditions such as rheumatoid arthritis and systemic lupus erythematosus, and *de novo* production of Notch ligands and receptors is increased following activation of TLR pathways [reviewed in (61)]. Moreover, direct infection of human NPCs with Zika virus is sufficient to induce Notch signaling; proper differentiation and improved viability of Zika-infected NPCs is restored using a Notch pathway inhibitor, DAPT (62). We therefore propose that dysregulated expression of Notch signaling components following MIA may contribute, at least in part, to the sustained increase in NPC proliferation and increased thickness of cortical layers during fetal development.

In conclusion, we have uncovered a comprehensive profile of gene expression changes in the rat conceptus following an early gestational exposure to PolyI:C and correlated these changes to sustained dysregulation of cortical structure and NPC function. PolyI:C and other immunogens (e.g., lipopolysaccharide) elicit strong, short-lived innate immune responses, and have an advantage of controlling the onset and severity of MIA within defined periods of embryogenesis. A limitation of these models is that they may not fully recapitulate the broad and potentially long-lasting immune response characteristic of live pathogens. Despite this limitation, many distinct types of bacterial and viral infections predispose to neuropsychiatric deficiencies in humans at various stages in pregnancy, and behavioral phenotypes are comparable in rodents challenged prenatally with PolyI:C, lipopolysaccharide, and active pathogens (e.g., influenza A) (63). This suggests that maternal immune responses provoked by distinct pathogens and immunogens may converge to impact development of the primordial nervous system, with implications for long-term cognitive function and behavioral phenotype. In future studies, it will be enticing to dissect the impact that MIA exerts on pathways vital for nascent nervous system development, such as dysregulated expression of Notch signaling components, which may underlie the pathogenesis of neurodevelopmental disorders caused by distinct stimuli. For example, in another rodent model that elicits behaviors reminiscent of ASD, inhibition of excessive Notch signaling alleviates ASD-like behaviors in offspring (64). Therefore, this pathway-specific approach may yield new therapeutic strategies that selectively target the molecular underpinnings of abnormalities in cortical development and offspring behavior following prenatal exposure to immunogens.

## Data Availability Statement

The datasets generated for this study can be found in the Gene Expression Omnibus (GSE145167).

## Ethics Statement

The animal study was reviewed and approved by the University of Western Ontario Animal Care Committee under guidelines from the Canadian Council of Animal Care.

## Author Contributions

KB, DH, FH, SS, and SR contributed to the overall approach and design of experiments. KB and DH conducted and analyzed the experiments. NR was involved in drafting and critically revising the manuscript for intellectual content. KB, DH, and SR wrote the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[1] GumusogluSBStevensHE. Maternal inflammation and neurodevelopmental programming: a review of preclinical outcomes and implications for translational psychiatry. Biol Psychiatry. (2018) 85:107–21. 10.1016/j.biopsych.2018.08.00830318336

[2] BrownASVinogradovSKremenWSPooleJHDeickenRFPennerJD. Prenatal exposure to maternal infection and executive dysfunction in adult schizophrenia. Am J Psychiatry. (2009) 166:683–90. 10.1176/appi.ajp.2008.0801008919369317PMC2885160

[3] Parker-AthillECTanJ. Maternal immune activation and autism spectrum disorder: interleukin-6 signaling as a key mechanistic pathway. NeuroSignals. (2011) 18:113–28. 10.1159/00031982820924155PMC3068755

[4] SunYVestergaardMChristensenJNahmiasAJOlsenJ. Prenatal exposure to maternal infections and epilepsy in childhood: a population-based cohort study. Pediatrics. (2008) 121:e110–7. 10.1542/peds.2007-231618450853

[5] CarveyPMChangQLiptonJWLingZ. Prenatal exposure to the bacteriotoxin lipopolysaccharide leads to long-term losses of dopamine neurons in offspring: a potential, new model of Parkinson's disease. Front Biosci. (2003) 8:826–37. 10.2741/115812957870

[6] HoeijmakersLHeinenYvan DamAMLucassenPJKorosiA. Microglial priming and alzheimer's disease: a possible role for (early) immune challenges and epigenetics? Front Hum Neurosci. (2016) 10:15. 10.3389/fnhum.2016.0039827555812PMC4977314

[7] BoksaP. Effects of prenatal infection on brain development and behavior: a review of findings from animal models. Brain Behav Immun. (2010) 24:881–97. 10.1016/j.bbi.2010.03.00520230889

[8] MeyerUFeldonJ. To poly(I:C) or not to poly(I:C): advancing preclinical schizophrenia research through the use of prenatal immune activation models. Neuropharmacology. (2012) 62:1308–21. 10.1016/j.neuropharm.2011.01.00921238465

[9] FieldRCampionSWarrenCMurrayCCunninghamC. Systemic challenge with the TLR3 agonist polyI:C induces amplified IFNα/β and IL-1β responses in the diseased brain and exacerbates chronic neurodegeneration. Brain Behav Immun. (2010) 24:996–1007. 10.1016/j.bbi.2010.04.00420399848PMC3334265

[10] SmithSEPLiJGarbettKMirnicsKPattersonPH. Maternal immune activation alters fetal brain development through interleukin-6. J Neurosci. (2007) 27:10695–702. 10.1523/JNEUROSCI.2178-07.200717913903PMC2387067

[11] MeyerUNyffelerMYeeBKKnueselIFeldonJ. Adult brain and behavioral pathological markers of prenatal immune challenge during early/middle and late fetal development in mice. Brain Behav Immun. (2008) 22:469–86. 10.1016/j.bbi.2007.09.01218023140

[12] CareagaMMuraiTBaumanMD. Maternal immune activation and autism spectrum disorder: from rodents to nonhuman and human primates. Biol Psychiatry. (2017) 81:391–401. 10.1016/j.biopsych.2016.10.02028137374PMC5513502

[13] Goldman-RakicPS. Cellular basis of working memory. Neuron. (1995) 14:477–85. 10.1016/0896-6273(95)90304-67695894

[14] MartynogaBDrechselDGuillemotF. Molecular control of neurogenesis: a view from the mammalian cerebral cortex. Cold Spring Harb Perspect Biol. (2012) 4:a008359. 10.1101/cshperspect.a00835923028117PMC3475166

[15] RiceDBaroneS. Critical periods of vulnerability for the developing nervous system: evidence from humans and animal models. Environ Health Perspect. (2000) 108:511–33. 10.1289/ehp.00108s351110852851PMC1637807

[16] BainesKJRampersaudAMHillierDMJeyarajahMJGrafhamGKLacefieldJC. Antiviral inflammation during early pregnancy reduces placental and fetal growth trajectories. J Immunol. (2020) 204:694–706. 10.4049/jimmunol.190088831882516

[17] BloiseEPetropoulosSIqbalMKostakiAOrtiga-CarvalhoTMGibbW. Acute effects of viral exposure on p-glycoprotein function in the mouse fetal blood-brain barrier. Cell Physiol Biochem. (2017) 41:1044–50. 10.1159/00046156928222448

[18] ForrestCMKhalilOSPisarMSmithRADarlingtonLGStoneTW. Prenatal activation of Toll-like receptors-3 by administration of the viral mimetic poly(I:C) changes synaptic proteins, N-methyl-D-aspartate receptors and neurogenesis markers in offspring. Mol Brain. (2012) 5:22. 10.1186/1756-6606-5-2222681877PMC3496691

[19] HuangDWShermanBTLempickiRA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc. (2009) 4:44–57. 10.1038/nprot.2008.21119131956

[20] CamposLS. Neurospheres: insights into neural stem cell biology. J Neurosci Res. (2004) 78:761–9. 10.1002/jnr.2033315505793

[21] GhoshAGreenbergME. Distinct roles for bFGF and NT-3 in the regulation of cortical neurogenesis. Neuron. (1995) 15:89–103.761953310.1016/0896-6273(95)90067-5

[22] SchneiderCARasbandWSEliceiriKW. NIH Image to ImageJ: 25 years of image analysis. Nature methods (2012) 9:671–5.2293083410.1038/nmeth.2089PMC5554542

[23] RoseDRCareagaMvan de WaterJMcAllisterKBaumanMDAshwoodP. Long-term altered immune responses following fetal priming in a non-human primate model of maternal immune activation. Brain Behav Immun. (2017) 63:60–70. 10.1016/j.bbi.2016.11.02027876552PMC5432383

[24] RichettoJChestersRCattaneoALabouesseMAGutierrezAMCWoodTC. Genome-wide transcriptional profiling and structural magnetic resonance imaging in the maternal immune activation model of neurodevelopmental disorders. Cereb Cortex. (2017) 27:3397–413. 10.1093/cercor/bhw32027797829

[25] Weber-StadlbauerURichettoJLabouesseMABohacekJMansuyIMMeyerU. Transgenerational transmission and modification of pathological traits induced by prenatal immune activation. Mol Psychiatry. (2017) 22:102–12. 10.1038/mp.2016.4127021823

[26] WorkmanADCharvetCJClancyBDarlingtonRBFinlayBL. Modeling transformations of neurodevelopmental sequences across mammalian species. J Neurosci. (2013) 33:7368–83. 10.1523/JNEUROSCI.5746-12.201323616543PMC3928428

[27] PierfeliceTAlberiLGaianoN. Notch in the vertebrate nervous system: an old dog with new tricks. Neuron. (2011) 69:840–55. 10.1016/j.neuron.2011.02.03121382546

[28] MeyerU. Prenatal poly(I:C) exposure and other developmental immune activation models in rodent systems. Biol Psychiatry. (2014) 75:307–15. 10.1016/j.biopsych.2013.07.01123938317

[29] MianMFAhmedANRadMBabaianABowdishDAshkarAA. Length of dsRNA (poly I:C) drives distinct innate immune responses, depending on the cell type. J Leukoc Biol. (2013) 94:1025–36. 10.1189/jlb.031212523911868

[30] MalkovaNVYuCZHsiaoEYMooreMJPattersonPH. Maternal immune activation yields offspring displaying mouse versions of the three core symptoms of autism. Brain Behav Immun. (2012) 26:607–16. 10.1016/j.bbi.2012.01.01122310922PMC3322300

[31] MurrayCGriffinÉWO'LoughlinELyonsASherwinEAhmedS. Interdependent and independent roles of type I interferons and IL-6 in innate immune, neuroinflammatory and sickness behaviour responses to systemic polyI:C. Brain Behav Immun. (2015) 48:274–86. 10.1016/j.bbi.2015.04.00925900439PMC4521083

[32] ChoiJHildSZeiherJSchaubPRubio-abadalAYefsahT. The maternal interleukin-17a pathwayin mice promotes autism-like phenotypes in offspring. Science. (2016) 354:933–9. 10.1126/science.aad031426822608PMC4782964

[33] HsiaoEYPattersonPH. Activation of the maternal immune system induces endocrine changes in the placenta via IL-6. Brain Behav Immun. (2011) 25:604–15. 10.1016/j.bbi.2010.12.01721195166PMC3081363

[34] GarbettKAHsiaoEYKálmánSPattersonPHMirnicsK. Effects of maternal immune activation on gene expression patterns in the fetal brain. Transl Psychiatry. (2012) 2:e98. 10.1038/tp.2012.2422832908PMC3337077

[35] KimHChenLLimGSungBWangSMccabeMF. Brain indolamine 2,3-dioxygenase contributes to the comorbidity of pain and depression. J Clin Invest. (2012) 122:2940–54. 10.1172/JCI61884DS122751107PMC3408737

[36] McCollSRMahalingamSStaykovaMTylaskaLAFisherKEStrickCA. Expression of rat I-TAC/CXCL11/SCYA11 during central nervous system inflammation: Comparison with other CXCR3 ligands. Lab Investig. (2004) 84:1418–29. 10.1038/labinvest.370015515322564

[37] BuchrieserJDegrelleSACoudercTNeversQDissonOManetC. IFITM proteins inhibit placental syncytiotrophoblast formation and promote fetal demise. Science. (2019) 365:176–80. 10.1126/science.aaw773331296770

[38] BonowRHAïdSZhangYBeckerKGBosettiF. The brain expression of genes involved in inflammatory response, the ribosome, and learning and memory is altered by centrally injected lipopolysaccharide in mice. Pharmacogenomics J. (2009) 9:116–26. 10.1038/tpj.2008.1518957951PMC2728029

[39] SilvermanHADanchoMRegnier-GolanovANasimMOchaniMOlofssonPS. Brain region-specific alterations in the gene expression of cytokines, immune cell markers and cholinergic system components during peripheral endotoxin-induced inflammation. Mol Med. (2014) 20:601–11. 10.2119/molmed.2014.0014725299421PMC4365063

[40] SousaCGolebiewskaAPoovathingalSKKaomaTPires-afonsoYMartinaS. Single-cell transcriptomics reveals distinct inflammation-induced microglia signatures. EMBO Rep. (2018) 19:1–7. 10.15252/embr.20184617130206190PMC6216255

[41] OskvigDBElkahlounAGJohnsonKRPhillipsTMHerkenhamM. Maternal immune activation by LPS selectively alters specific gene expression profiles of interneuron migration and oxidative stress in the fetus without triggering a fetal immune response. Brain Behav Immun. (2012) 26:623–34. 10.1016/j.bbi.2012.01.01522310921PMC3285385

[42] LombardoMVMoonHMSuJPalmerTDCourchesneEPramparoT. Maternal immune activation dysregulation of the fetal brain transcriptome and relevance to the pathophysiology of autism spectrum disorder. Mol Psychiatry. (2018) 23:1001–13. 10.1038/mp.2017.1528322282PMC5608645

[43] PangZPBacajTYangXZhouPXuWSüdhofTC. Doc2 supports spontaneous synaptic transmission by a Ca2+-independent mechanism. Neuron. (2011) 70:244–51. 10.1016/j.neuron.2011.03.01121521611PMC3102832

[44] MasudaTTaniguchiM. Contribution of semaphorins to the formation of the peripheral nervous system in higher vertebrates. Cell Adhes Migr. (2016) 10:593–603. 10.1080/19336918.2016.124364427715392PMC5160040

[45] ParekhPKBecker-KrailDSundaraveluPIshigakiSOkadoHSobueG. Altered GluA1 (Gria1) function and accumbal synaptic plasticity in the ClockΔ19 model of bipolar Mania. Biol Psychiatry. (2018) 84:817–26. 10.1016/j.biopsych.2017.06.02228780133PMC5745309

[46] RannalsMDDHamerskyGRRPageSCCCampbellMNNBrileyAGalloRAA. Psychiatric risk gene transcription factor 4 regulates intrinsic excitability of prefrontal neurons via repression of SCN10a and KCNQ1. Neuron. (2016) 90:43–55. 10.1016/j.neuron.2016.02.02126971948PMC4824652

[47] TsouJHYangYCPaoPCLinHCHuangNKLinST. Important roles of ring finger protein 112 in embryonic vascular development and brain functions. Mol Neurobiol. (2017) 54:2286–300. 10.1007/s12035-016-9812-726951452

[48] Ben-ReuvenLReinerO. Dynamics of cortical progenitors and production of subcerebral neurons are altered in embryos of a maternal inflammation model for autism. Mol Psychiatry. (2019). 10.1038/s41380-019-0594-y. [Epub ahead of print].31740755

[49] SmithSEPElliottRMAndersonMP. Maternal immune activation increases neonatal mouse cortex thickness and cell density. J Neuroimmune Pharmacol. (2012) 7:529–32. 10.1007/s11481-012-9372-122570011PMC3672058

[50] Le BelleJESperryJNgoAGhochaniYLaksDRLópez-ArandaM. Maternal inflammation contributes to brain overgrowth and autism-associated behaviors through altered redox signaling in stem and progenitor cells. Stem Cell Rep. (2014) 3:725–34. 10.1016/j.stemcr.2014.09.00425418720PMC4235743

[51] Chavez-ValdezRMottahedinAStridhLYellowhairTRJantzieLLNorthingtonFJ. Evidence for sexual dimorphism in the response to TLR3 activation in the developing neonatal mouse brain: a pilot study. Front Physiol. (2019) 10:306. 10.3389/fphys.2019.0030630971945PMC6443881

[52] LoramLCSholarPWTaylorFRWieselerJBabbJAStrandA. Sex and estradiol influence glial pro-inflammatory responses to lipopolysaccharide in rats. Psychoneuroendocrinology. (2012) 37:1688–99. 10.1016/j.psyneuen.2012.02.018.Sex22497984PMC3417083

[53] GallagherDNormanAAWoodardCLYangGFujitaniMVesseyJP. Transient maternal IL-6 mediates long-lasting changes in neural stem cell pools by deregulating an endogenous self-renewal pathway. Cell Stem Cell. (2013) 13:564–76. 10.1016/j.stem.2013.10.00224209760

[54] Development.StorerMAGallagherDFattMPSimonettaJVKaplanDRMillerFD. Interleukin-6 regulates adult neural stem cell numbers during normaland abnormal post-natal development. Stem Cell Rep. (2018) 10:1464–80. 10.1016/j.stemcr.2018.03.00829628394PMC5995693

[55] CourchesneEMoutonPRCalhounMESemendeferiKHalletMJBarnesCC. Neuron number and size in prefrontal cortex of children with autism. J Am Med Assoc. (2011) 306:2001–10. 10.1001/jama.2011.163822068992

[56] PramparoTLombardoMVCampbellKBarnesCCMarineroSSolsoS. Cell cycle networks link gene expression dysregulation, mutation and brain maldevelopment in autistic toddlers. Mol Syst Biol. (2015) 11:841. 10.15252/msb.2015610826668231PMC4704485

[57] ImayoshiISakamotoMYamaguchiMMoriKKageyamaR. Essential roles of Notch signaling in maintenance of neural stem cells in developing and adult brains. J Neurosci. (2010) 30:3489–98. 10.1523/JNEUROSCI.4987-09.201020203209PMC6634119

[58] HitoshiSAlexsonTTropepeVDonovielDEliaAJNyeJS. Notch pathway molecules are essential for the maintenance, but not the generation, of mammalian neural stem cells. Genes Dev. (2002) 16:846–58. 10.1101/gad.97520211937492PMC186324

[59] KrebsLTXueYNortonCRSundbergJPBeatusPLendahlU. Characterization of notch3 -deficient mice : normal embryonic development and absence of genetic interactions with a notch1 mutation. Genesis. (2003) 37:139–43. 10.1002/gene.1024114595837

[60] RusanescuGMaoJ. Notch3 is necessary for neuronal differentiation and maturation in the adult spinal cord. J Cell Mol Med. (2014) 18:2103–16. 10.1111/jcmm.1236225164209PMC4244024

[61] ShangYSmithSHuX. Role of Notch signaling in regulating innate immunity and inflammation in health and disease. Protein Cell. (2016) 7:159–74. 10.1007/s13238-016-0250-026936847PMC4791423

[62] FerrarisPCochetMHamelRGladwyn-NgIAlfanoCDiopF. Zika virus differentially infects human neural progenitor cells according to their state of differentiation and dysregulates neurogenesis through the Notch pathway. Emerg Microbes Infect. (2019) 8:1003–16. 10.1080/22221751.2019.163728331282298PMC6691766

[63] ArsenaultDSt-AmourICisbaniGRousseauLSCicchettiF. The different effects of LPS and polyI:C prenatal immune challenges on the behavior, development and inflammatory responses in pregnant mice and their offspring. Brain Behav Immun. (2014) 38:77–90. 10.1016/j.bbi.2013.12.01624384468

[64] ZhangYXiangZJiaYHeXWangLCuiW. The Notch signaling pathway inhibitor Dapt alleviates autism-like behavior, autophagy and dendritic spine density abnormalities in a valproic acid-induced animal model of autism. Prog Neuropsychopharmacol Biol Psychiatry. (2019) 94:109644. 10.1016/j.pnpbp.2019.10964431075347

How the deposited data were processed for this re-analysis (not part of the article)

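Conceptuses from 6 rat dams were measured by RNA-Seq, 3 dams given saline and 3 given PolyI:C at 10 mg/kg, with 3 conceptuses pooled per dam at E8.5, 6 h after injection. Samples were grouped by the treatment in their labels, and the dam was the replicate. The authors depleted rRNA, aligned reads to the rat genome Rnor_6.0 with CLC Genomics Workbench, and deposited 1 table for the series. The submitters' processing notes also name bcl2fastq 2.17. The counts per gene in the authors' table are whole numbers that have not been normalized, and the TPM column was deposited beside them and not used for tests. The RPKM values that the authors deposited are scaled to transcript length and mapped reads and give the levels printed as mean ± SD. A further signal column deposited as CPM is scaled between libraries by the authors, and it was not used for tests. The authors' fold change, p-value, FDR and Bonferroni columns come from their empirical analysis of digital gene expression and are printed only as values of the authors' deposited table. The strand setting and the treatment of reads with several matches are not given in the sources used here.

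Total counts ran from 30425684 to 38168249 in the saline libraries (median 34085894) and from 27899201 to 33931342 in the PolyI:C libraries (median 31599054). Genes with a mean RPKM above 0.1 in either group were kept, as in the paper's methods, which left 15211 of 19594 genes. Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, robust glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment over the genes tested. Genes were counted as upregulated or downregulated at an adjusted p under 0.01 and at least 2-fold, and single genes and list members were called at an adjusted p under 0.05. Adjusted p-values of single genes without another tool named come from this test. Gene lists, 41 in number, were tested with camera and fry of limma 3.58.1, camera with a preset correlation of 0.01 and with an estimated correlation, adjusted over the 40 lists with at least 3 measured members. Of these, 15 passed with the preset correlation, 7 with the estimated correlation and 21 with fry. The interferon genes were not tested as a list, since 2 of 12 were measured. DESeq2 1.42.0 was an alternative, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

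The genes named were fixed by a rule: every gene the paper names in its text, in Tables 2 and 3, and in Fig. 1C, Fig. 1D and Fig. 6A; the 10 largest rises and 10 largest falls among changed genes with a mean RPKM of at least 1 in either group and no overlap between groups; and from each list the 4 members past an adjusted p of 0.05 with the largest change and the 2 with the highest level. The values in the paper's tables and figures had been seen when the rule was written. Of 238 genes named by the rule, 236 were in the table. Members named beyond the rule were chosen after their values were seen, among them Ifit1, Cxcl12, Ccl6, Tlr3, Nrp2, Il10, Socs1, Socs3 and Acta2. A ratio against a group with no reads is given as a lower bound against a floor of 3 counts over the group, and a ratio against 1 to 3 counts is given with a 95% counting interval, which covers counting error only.

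The tests were tried on simulated counts drawn from the means and library sizes of these libraries for 15210 genes, of which 200 were changed. At an adjusted p under 0.05, edgeR's quasi-likelihood test recovered 50 of 67 genes changed 2-fold (74.6%), 65 of 67 changed 4-fold (97.0%) and 63 of 66 changed 8-fold (95.5%), and called 14 of 15010 unchanged genes. Alternatives were other scalings, DESeq2, edgeR's exact test, other filters on low values, leaving out each library in turn, other thresholds and other set tests. Gene ontology enrichment was not repeated, since no table that pairs genes with terms was used here, and the alternatives planned for a table of RPKM values alone were not needed. RT-PCR, cortical and cell culture measurements were not analysed here. Genome positions are not given, because the annotation in use here (GRCr8) is of another build than the files, and it served only to find neighbouring genes, with 16769 symbols of the table matched.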

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

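None of the tests in this part was chosen after the result was seen. For 6 lists not chosen to stand for the paper's pathways, the set test with a preset correlation passed an adjusted p of 0.05. Each of these lists shifted toward higher levels with PolyI:C than with saline. Whether their genes also belong to the paper's innate immune and inflammatory pathways was not checked.

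Of 24 measured genes of apoptosis and inflammatory cell death, 19 rose and none fell (19 when adjusted over the list alone), although 1 fell with total counts in place of TMM. Mlkl, which carries out necroptosis, rose from 2.07 ± 0.370 to 21.8 ± 3.51 RPKM, and Casp4, an inflammatory caspase, was 9.08-fold higher (SD, n = 3 per group). Casp3, which carries out apoptosis, did not pass the test (log2 fold change -0.02). The list gave an adjusted p of 1.77e-24 (adjusted p = 0.0274 with an estimated correlation). Of 25 listed genes, Zbp1 and Tnfsf10 are also in lists of the antiviral and cytokine pathways.

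Of 20 measured genes of stress and the unfolded protein response, 16 rose and none fell (18 when adjusted over the list alone). The chaperone gene Hspa1a, which has a near-identical copy and may share reads with it, was 9.96-fold higher, and Hspa5, a chaperone of the endoplasmic reticulum, rose from 160.2 ± 27.1 to 291 ± 43.8 RPKM. The list gave an adjusted p of 4.29e-08 (adjusted p = 0.0274 with an estimated correlation).

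Of 15 measured neutrophil markers, 10 rose and none fell (10 when adjusted over the list alone), and 4 rose among genes with a mean RPKM above 1. Lcn2, a granule protein, rose from 2.54 ± 0.415 to 17.1 ± 0.237 RPKM, and the chemokine receptor Cxcr2 was 4.61-fold higher. The list gave an adjusted p of 3.61e-06 (adjusted p = 0.07 with an estimated correlation). Lcn2 is also in the glucocorticoid list and Ltf in the uterine epithelium list.

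Of 14 measured complement genes, 7 rose and none fell (9 when adjusted over the list alone). Serping1, an inhibitor of complement, rose from 18.6 ± 1.77 to 74.2 ± 7.38 RPKM, and C3 was 4.14-fold higher. In the set test the adjusted p was 7.24e-06 (adjusted p = 0.194 with an estimated correlation).

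Of 17 measured glucocorticoid-responsive genes, 8 rose and 1 fell (8 and 1 when adjusted over the list alone), and 5 rose with total counts in place of TMM or without F3-7. The metallothionein Mt2A rose from 218 ± 18.0 to 481 ± 14.6 RPKM, while Fkbp5, a chaperone of the glucocorticoid receptor, did not pass the test (log2 fold change 0.12, and -0.06 with total counts). The adjusted p of the list was 0.000606 (adjusted p = 0.194 with an estimated correlation).

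Of 19 measured genes of angiogenesis and hypoxia, 6 rose and 1 fell (6 and 1 when adjusted over the list alone). Vegfa, a growth factor for vessels, rose from 21.2 ± 2.68 to 46.2 ± 5.68 RPKM, and Aplnr, a receptor of endothelium, fell with a log2 fold change of -0.99. For this list the adjusted p was 0.00440 (adjusted p = 0.185 with an estimated correlation). No cause of these rises was tested.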

How the results depend on the processing

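None of the alternatives in this part was chosen after the result was seen. No paired analysis was possible because the labels match no saline library with a PolyI:C library; the saline library F2-16 is the only one whose label begins with F2, a prefix the sources do not explain, and leaving it out gave 624 upregulated and 117 downregulated genes. The genes counted as upregulated were 297 with Bonferroni in place of Benjamini-Hochberg, 2132 at an adjusted p under 0.05 with no fold minimum and 378 when tested against a 2-fold change (glmTreat), and 602 to 668 when each library was left out in turn. The genes counted as downregulated were 348 with total counts, 259 with DESeq2, 298 with edgeR's exact test, 95 at a mean RPKM above 1, 5 with Bonferroni, 1585 with no fold minimum and 21 with glmTreat, and 101 (without F3-8) to 208 (without F3-10) when each library was left out. Of the 701 and 171 genes, 587 and 171 were also called with total counts, and 694 and 170 with DESeq2.

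Chemokines that fell numbered 1 without the filter, and 1 to 2 when each library was left out. Neural progenitor markers that rose numbered 1 with DESeq2, with the exact test and at a mean RPKM above 1, and 0 to 1 when each library was left out, as did those that fell (0 without F3-5 or F3-8). Axon guidance genes that fell numbered 14 with total counts and 4 at a mean RPKM above 1. Channels that fell numbered 3 at a mean RPKM above 1, and their set test gave an adjusted p of 0.376 there and 0.365 with an estimated correlation. Glutamate receptor and synaptic genes that fell numbered 2 at a mean RPKM above 1, and 4 (without F2-16) to 9 (without F3-10) when each library was left out.

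The sign of the log2 fold change was reversed for Ifit1 without F3-5 (-0.25 to 6.77 over the libraries left out), for Notch4 without F2-16 or F3-8 (-0.15 to 0.04), and for Casp3 without F3-10, F3-5 or F3-8 (-0.09 to 0.04). The cause of these reversals was not tested. With total counts the sign was reversed for Acta2 (-0.05) and Fkbp5 (-0.06), as the median of all tested genes moved from -0.01 to -0.19. The alternatives planned for a table of RPKM values alone (another pseudocount, and reads recovered from RPKM) were not run, since counts were deposited.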

Differences from the paper's values

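None of the settings in this part was chosen after the result was seen. The paper states 261 downregulated genes, and 171 were counted here at its stated thresholds with edgeR's quasi-likelihood test. The paper's own test, empirical analysis of digital gene expression, is an implementation of edgeR's exact test, which gave 298 here. The authors' deposited table gives 270 at the same thresholds and genes, so the lower count here went with the choice of test. The value was within 1.5 times the paper's with RLE (174), total counts (348), DESeq2 (259), edgeR's exact test (298), no filter (201), filterByExpr (180), and without F3-10 (208). It was not at a mean RPKM above 1 (95), without F2-16 (117), F3-2 (134), F3-5 (162), F3-7 (118) or F3-8 (101), with Bonferroni (5), with no fold minimum (1585) or with glmTreat (21). The paper states a 13.4-fold decrease of Ranbp1, and the fold here was 1.19, with no alternative within 1.5 times the paper's value (1.13 to 1.36). Ranbp3l was 13.5-fold lower here. The authors' deposited table gives decreases of 1.19-fold for Ranbp1 and 13.4-fold for Ranbp3l. The paper states an adjusted p of 0.10 for Notch3, and it was 0.200 here. The values with total counts (0.0812), DESeq2 (0.114) and edgeR's exact test (0.119) were within 1.5 times the paper's, and those of the other alternatives were not. The paper states an adjusted p of 0.06 for Jag2, and it was 0.191 here. The values with total counts (0.0715) and without F3-10 (0.0646) were within 1.5 times the paper's, and the others were not. In the authors' deposited table the FDR is 0.102 for Notch3 and 0.249 for Jag2, whose unadjusted p is 0.0599. From RT-PCR the paper reports no change of Dll4, and Notch4 below detection. In the libraries Notch4 was above the filter and Dll4 rose. The authors' deposited table gives Dll4 a 1.66-fold rise with an FDR of 0.000209.

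Of 39 folds in Tables 2 and 3, 33 could be compared as folds and none of these was more than 1.5 times apart, while the other 6, of genes with no reads in 1 group, have only a lower bound here and decide nothing. The 78 mean RPKM values compared are means of the authors' own deposited RPKM, so a match with the paper tests no step of the re-analysis. None differed both by more than 1.5 times and by more than the SD of the libraries or rounding. That SD was wide for RGD1561034, at 0.0829 ± 0.127 RPKM with PolyI:C here against the paper's 0.01. Pnmal2 was below the filter here, where the paper states a 12.1-fold decrease. The fold was 6.36 with no filter, 6.32 with filterByExpr and 6.96 without F3-10, and it is 6.36 in the authors' deposited table. The paper also reports falls of Doc2b and Rnf112, which lay below its stated filter here and were lower at an adjusted p of 0.00963 and 0.0332 with no filter. It also found both genes decreased by RT-PCR in a separate cohort, which was not analysed here. Its reported falls of P2rx1 and Scn10a did not pass the test here, but did with DESeq2, edgeR's exact test and without F3-10. It lists Tnf among the largest rises and RGD1561034 among the largest falls, and neither passed the test here, though both did with edgeR's exact test (adjusted p = 0.00128 and 0.00221), and RGD1561034 also without F3-7. Table 2 lists Ubp, a symbol absent from the deposited table, and its fold was not among those compared. The RPKM values it lists for Ubp are, to rounding, those of Ubd here. The authors' deposited table gives Ubd a fold of 185.6, against 38.16 for Ubp in Table 2. The number 38.16 is also the PolyI:C RPKM that Table 2 lists for Gbp1. The primer table names Sema5c where the text names Sema6c. The methods name a Bonferroni correction where the results name a false discovery rate.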

Other observations

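The bootstrap intervals, the test on genes called lower with total counts, and the reading that the Schwann cell test leaves its explanation open, were chosen after the result was seen. Macrophage and dendritic cell markers split, with 13 of 30 higher and 9 lower (16 and 9 when adjusted over the list alone). Mrc1 and Lyve1, which mark resident macrophages, fell from 5.32 ± 0.632 to 1.66 ± 0.160 RPKM and from 8.57 ± 1.28 to 3.24 ± 0.302 RPKM, while Ms4a7 rose from 0.348 ± 0.132 to 1.93 ± 0.165 RPKM (SD, n = 3 per group). Endothelial markers also split, with 6 of 24 higher and 6 lower (6 and 7 when adjusted over the list alone; 2 higher with total counts and 3 higher without F3-7), and Btnl9 was 7.42-fold lower. Of 5 measured erythroid markers, 3 rose (3 when adjusted over the list alone), among them Hbb, from 35.0 ± 7.95 to 63.3 ± 8.55 RPKM. The set tests with a preset correlation gave adjusted p-values of 0.881 for macrophage, 0.214 for endothelial and 0.130 for erythroid markers. With the set test fry they were 0.287, 0.352 and 0.000776. Of 11 measured genes in the list of Notch target genes, the target Hes1 and Snw1, a coactivator of Notch rather than a target, rose (3 when adjusted over the list alone), and neither passed the test with total counts or without F2-16, F3-5 or F3-7.

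The 27 neural-pathway genes that fell had a median log2 fold change of -0.89 and an upper quartile of -0.63. For a smaller share of uterine smooth muscle as the whole cause, 24 markers had a median of -0.23 (bootstrap interval -0.53 to -0.18). This median lay above the quartile, the condition set beforehand against that cause. The comparison cannot decide, since the 27 genes were chosen for having fallen. The markers were not chosen in that way, and 4 of them fell and 0 rose. For a smaller share of the embryo as the whole cause, 10 markers had a median of -0.05 (interval -0.26 to 0.30), which also met the condition set beforehand against it. For the same reason this comparison cannot decide. In addition, 11 of 47 listed markers passed the filter on low values, and Nes, which fell, was left out as one of the 27. The counts taken up by the induced genes shifted the median of all genes to -0.19 with total counts. Of 38 neural-pathway genes called lower with total counts, 27 were also called with TMM, which removes that shift. The shift was therefore not the whole of the fall of these 27. The call of the other 11 ended with TMM as their falls shrank. The median of the 38 with TMM was -0.85 (interval -0.99 to -0.65). That median decides nothing, since the 38 were chosen for their falls with total counts. That all of the 27 also passed with total counts decides nothing, since total counts can only deepen a fall. A smaller share of Schwann cells and nerve stays open. The 13 markers had a median of -0.66, between the quartiles of -1.98 and -0.63, which met the condition set beforehand for this cause. The interval of -1.05 to -0.21 spans the upper quartile. Scn7a, a marker with a log2 fold change of -2.54, was left out as one of the 27. A change of expression within the cells was not tested apart from a smaller share.

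Some genes had many reads in some libraries of a group and almost none in the others: 52 genes, 38 in the saline and 22 in the PolyI:C libraries. Reads assigned to one or another of near-identical gene copies is a possible explanation that stays open. A partner that moved the other way was found for 30 of the 38 (at most 26 in 5 shuffles) and 15 of the 22 (at most 15). None of the 52 was called here with edgeR's quasi-likelihood test (2 at an unadjusted p under 0.05), 1 was with DESeq2 and 11 were with edgeR's exact test, while 10 were called at the paper's thresholds in the authors' deposited table, among them Ifit1 and Tnf. LOC100360117 had 5576 reads in F3-10 and none in the other 5 libraries, saline or PolyI:C.

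Reads from a neighbouring gene that rose stay open for the 6 genes called higher with no saline reads, since 4 could be placed in the gene order, and 0 of these had such a neighbour (0 to 2 in random draws).

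With 3 libraries against 3 there are 10 splits, so the share of splits with a result as large cannot fall under 0.1; 1 split, the real one, gave 701 higher and 171 lower genes, and the highest count of any other split, in either direction, was 1.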
